# Islet1 is a direct transcriptional target of the homeodomain transcription factor Shox2 and rescues the Shox2-mediated bradycardia

**DOI:** 10.1007/s00395-013-0339-z

**Published:** 2013-03-01

**Authors:** Sandra Hoffmann, Ina M. Berger, Anne Glaser, Claire Bacon, Li Li, Norbert Gretz, Herbert Steinbeisser, Wolfgang Rottbauer, Steffen Just, Gudrun Rappold

**Keywords:** Arrhythmia, Gene regulation, Islet1, Shox2, Sinoatrial node, Transcription factors

## Abstract

The heart’s rhythm is initiated and regulated by a group of specialized cells in the sinoatrial node (SAN), the primary pacemaker of the heart. Abnormalities in the development of the SAN can result in irregular heart rates (arrhythmias). Although several of the critical genes important for SAN formation have been identified, our understanding of the transcriptional network controlling SAN development remains at a relatively early stage. The homeodomain transcription factor Shox2 is involved in the specification and patterning of the SAN. While the *Shox2* knockout in mice results in embryonic lethality due to severe cardiac defects including improper SAN development, Shox2 knockdown in zebrafish causes a reduced heart rate (bradycardia). In order to gain deeper insight into molecular pathways involving *Shox2*, we compared gene expression levels in right atria of wildtype and *Shox2* ^−*/*−^ hearts using microarray experiments and identified the LIM homeodomain transcription factor Islet1 (Isl1) as one of its putative target genes. The downregulation of *Isl1* expression in *Shox2* ^−*/*−^ hearts was confirmed and the affected region narrowed down to the SAN by whole-mount in situ hybridization. Using luciferase reporter assays and EMSA studies, we identified two specific SHOX2 binding sites within intron 2 of the *ISL1* locus. We also provide functional evidence for *Isl1* as a transcriptional target of Shox2 by rescuing the *Shox2*-mediated bradycardia phenotype with *Isl1* using zebrafish as a model system. Our findings demonstrate a novel epistatic relationship between *Shox2* and *Isl1* in the heart with important developmental consequences for SAN formation and heart beat.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00395-013-0339-z) contains supplementary material, which is available to authorized users.

## Introduction

During embryogenesis most cells have to become specialized into one of many various cell types that build a whole organism. These patterning and differentiation processes are ensured by the temporal and spatial activation of different transcription factors [50]. Homeobox genes, for example, regulate numerous processes during embryogenesis including heart development. Complex transcriptional regulation networks are important in many aspects of heart cell lineage development and morphogenesis [46].

The cardiac conduction system consists of electrically coupled cardiomyocytes that are responsible for impulse propagation and essential for the rhythmic and coordinated contraction of the heart. A specialized group of cells in the sinoatrial node (SAN) located at the junction of the superior caval vein and right atrium generates the electric impulse to activate the atrial myocardium (also termed primary pacemaker). Together with specialized cells in the atrioventricular node (termed secondary pacemaker) and conduction fibers in the interventricular septum, they form the cardiac conduction system [7, 19]. Abnormalities in the cardiac conduction pathway are responsible for various forms of arrhythmias [41, 44, 58]. Sinus node dysfunction, for example, is associated with sinus bradycardia, atrial tachyarrhythmias, sinus pause or arrest and sinoatrial exit block [10]. Although the morphology, cellular components and electrophysiological properties of the SAN are rather well described [34, 38], knowledge of pathways and transcriptional regulation of the SAN formation are poorly understood. Unraveling the pathways that control pacemaker development and function is of crucial relevance to our understanding of pathologies associated with cardiac conduction.

So far, several transcription factors of the homeobox- and T-box gene families have been shown to be involved in cardiac conduction system specification, patterning, maturation, and function [17, 37]. Among these genes is the paired-related homeodomain transcription factor Shox2, which is known to play a crucial role in early cardiac formation, particularly in SAN development and specification [2, 11, 12, 30, 42]. *Shox2* expression can first be detected in the posterior region of the primitive heart tube at murine embryonic stage E8.5 and as development progresses, *Shox2* is specifically expressed in the sinus venosus myocardium comprising the SAN and the venous valves [2, 12]. These *Shox2* expressing domains develop from myocardium that is added to the venous pole of the developing heart and contributes to the second heart field lineage [5, 52]. Newly recruited myocardium that is added to the arterial pole is divided into the anterior or secondary heart field, while the myocardium added to the venous pole is referred to as the posterior heart field [15]. Loss of function studies revealed an essential role for *Shox2* in the normal anlage of the posterior heart field myocardium [2, 12]. *Shox2* ^−*/*−^ mice die between E11.5 and E17.5 due to heart failure and vascular defects. In particular, the sinus venosus myocardium including the SAN and venous valves show hypoplasia. Moreover, *Shox2* has a crucial role in pacemaker function indicated by severe bradycardia with intermittent sinus exit block after morpholino-mediated knockdown in zebrafish embryos and markedly reduced heart beat rates of isolated *Shox2* ^−*/*−^ hearts [2, 12]. To investigate the molecular processes underlying *Shox2* function, different marker gene expression analyses have been performed. The aberrant expression of *Cx40*, *Cx43*, *Nppa*, and *Nkx2.5* within the SAN of *Shox2* mutant hearts as well as the decreased expression of the SAN-specific marker genes *Tbx3* and *Hcn4* has indicated an abnormal differentiation of pacemaker cells [2, 12]. It has also been shown that *Shox2* prevents the SAN from atrialization by repressing *Nkx2.5* expression [11, 12]. Recently, a further link between *Tbx5*, *Shox2* and *Bmp4* could be established in the developing heart, demonstrating that *Tbx5* signaling in the cardiac pacemaker region controls the expression of *Shox2*, which in turn regulates *Bmp4* in a direct manner [42]. It has also been reported that *Pitx2c* represents an important susceptibility gene for atrial arrhythmias by suppressing left-sided sinus node formation via direct repression of *Shox2* [25, 53]. Taken together, these findings illustrate the importance of *Shox2* function in SAN development and highlight the need for further elucidation of the molecular networks involved.

The aim of our current study was to identify Shox2 target genes during heart development. We used expression analysis to compare the transcriptomes in right atria of wildtype and *Shox2* ^−*/*−^ mouse hearts, and *Islet1* (*Isl1*) was identified as a direct transcriptional target. We have examined putative regulatory elements in the human *ISL1* gene and show a pivotal role for sequences within intron 2 in activating transcription. Furthermore, a functional link between *Shox2* and *Isl1* in vivo was demonstrated using zebrafish as a model by rescuing the *Shox2*-mediated bradycardia via ectopic expression of *Isl1.*

## Methods

### Animals and tissue samples

*Shox2* ^−*/*−^ mice were generated and genotyped as previously described [2]. For maximal reproduction, we crossed our mice into the CD-1 outbred strain. To improve specificity of the microarray analysis, we dissected the right atria of E11.5 hearts that comprise the *Shox2* expressing sinus venosus myocardium and venous valves. For total RNA isolation by TRIzol^®^ (Invitrogen), samples from embryonic right atria (E11.5) of the same genotype (wildtype and *Shox2* ^−*/*−^) were pooled. For whole-mount in situ hybridization, complete hearts were dissected from E11.5 and E12.5 embryos and fixed overnight in 4 % paraformaldehyde at 4 °C.

### Microarray analysis

Gene expression profiling was performed using the GeneChip Mouse Gene 1.0 ST array from Affymetrix (Santa Clara, CA) according to the manufacturer’s protocol. For each genotype (wildtype and *Shox2* ^−*/*−^), RNA from 6 right atria from embryos of 2 independent pregnancies was pooled. Purity and quality of isolated RNA were assessed by the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and showed a RIN >9. 200 ng RNA were used for production of end-labeled biotinylated ssDNA and subsequently hybridized to the arrays. Statistical comparisons of chip data based on ANOVA were performed using the software package JMP Genomics, version 4.0 from SAS (SAS Institute, Cary, NC, USA). Briefly, values of perfect-matches were log transformed, quantile normalized and fitted with log-linear models, with probe ID and genotype considered to be constant. Custom CDF version 14 with Entrenz gene-based gene definitions (http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/genomic_curated_CDF.asp) different from the original Affymetrix probe set definitions was used to annotate the arrays. The microarray data were deposited in the NCBI GEO database with accession number GSE39924.

### Quantitative RT-PCR

cDNA was synthesized using the SuperScript™ First-Strand Synthesis System for RT-PCR (Invitrogen). Quantitative RT-PCR (qRT-PCR) was performed on a 7500 Fast Real-Time PCR System (Applied Biosystems) using SYBR Green ROX dye (Thermo Scientific). Primer sets used are presented in Supplemental Material (Table S1).

### Generation of plasmid constructs

Cloning of the murine *Isl1* in situ probe, the zebrafish *shox2* and *isl1* expression constructs, the human *SHOX2a* expression construct and generation of the *ISL1* luciferase reporter constructs are described online in the Supplemental Material.

### In situ hybridization

*Shox2* ^−*/*−^ mice have been described previously [2]. Whole-mount in situ hybridization on embryonic mouse hearts was performed as reported [16]. Specific digoxygenin- or fluorescein-labeled RNA probes were as follows: *Isl1* (see Supplemental Material) and *Hcn4* (kindly provided by B. Bruneau, Gladstone Institute of Cardiovascular Disease, USA).

### Immunohistochemistry

E11.5 embryos were fixed in 4 % paraformaldehyde at 4 °C overnight, embedded in OCT and transversely cryosectioned (10 μm). Tbx18 and Hcn4 stainings were enhanced using the ABC (Avidin–Biotin-Complex) reagent from Vector Laboratories (VECTASTAIN Elite Peroxidase ABC-Kit) and the TSA (Tyramide Signal Amplification) system (NEL741, Perkin Elmer) according to the manufacturers’ instructions. For double staining (Isl1/Tbx18 or Isl1/Hcn4), the respective fluorescent secondary antibody was added either during the biotinylated antibody incubation or in a second step afterwards. The following primary antibodies were used: mouse monoclonal antibody against Isl1 (1:100; 39.4D5, Developmental Studies Hybridoma Bank), goat polyclonal antibody against Tbx18 (1:250; C-20, Santa Cruz) and rabbit polyclonal antibody against Hcn4 (1:500; APC-052, Alomone). Alexa Fluor 568 rabbit anti-mouse (1:800; A-11061, Invitrogen), biotinylated horse anti-goat (1:500; BA-9500, Vector Laboratories) and biotinylated goat anti-rabbit (1:500; 550338, BD Pharmingen) were used as secondary antibodies. Nuclei were counterstained with Hoechst (Invitrogen). Imaging was carried out on a Nikon 90i upright epi-fluorescence microscope with a Nikon DS-Qi1 mc camera.

### Cell culture, transfection and luciferase assay

HEK 293 cells were cultured at 37 °C in DMEM medium containing high glucose, supplemented with 10 % fetal calf serum and antibiotics. For luciferase assay analysis, the cells were cotransfected in triplicate with different constructs using polyethylenimine (Sigma-Aldrich). 24 h after transfection, luciferase activity was determined and normalized to Renilla luciferase activity with a dual luciferase assay kit (Promega). Experiments were repeated at least three times in triplicate with consistent results and representative data are shown.

### Electrophoretic mobility shift assay

Electrophoretic mobility shift assay (EMSA) was performed using standard protocols. For the binding reaction, ^32^P-labeled, double stranded *ISL1* oligonucleotides (Oligo1 (+2364/+2418), Oligo2 (+2404/+2458), Oligo3 (+2447/+2502), Oligo4 (+2496/2561); Supplemental Material Table S1), were used together with purified, bacterially expressed recombinant GST-SHOX2 protein [3].

### Zebrafish embryos and microinjections

Care and breeding of zebrafish, *Danio rerio*, were as described previously [55]. For all plasmid and morpholino injection procedures, the TE4/6 wildtype strain was used.

Morpholino-modified antisense oligonucleotides (MO; Gene Tools) were directed against the translational start site (*shox2*-MO [5′-ACGCTGTAAGTTCTTCCATCACTGC-3′]) of zebrafish *shox2*, the splice donor site of exon 2 (*isl1*-MO [5′-TTAATCTGCGTTACCTGATGTAGTC-3′]) of zebrafish *isl1* and the translational start site (*isl1*-MO2 [5′-GATCCCCCATGTCTCCCATGTCAAG-3′] of zebrafish *isl1*. A *shox2*-MO directed against the splice donor site of intron 3 causing the identical bradycardia phenotype has been described previously [2]. *shox2* and *isl1* antisense oligonucleotides or a standard control oligonucleotide (MO-control), diluted in 0.2 mol/liter KCl, were microinjected into one-cell-stage zebrafish embryos [20]. For rescue experiments 0.32 ng of *pDestTol2CG2*-*shox2* or *pDestTol2CG2*-*isl1* was microinjected into one-cell-stage embryos directly after injection of 2.8 ng of *shox2*-MO.

For histology, embryos were fixed in 4 % paraformaldehyde and embedded in JB-4 (Polysciences, Inc). Then, 5-μm sections were cut, dried, and stained with hematoxylin and eosin [43].

For immunoblotting, monoclonal mouse IgG1 anti-rat islet1 antibody (Developmental Studies Hybridoma Bank, DSHB, University of Iowa) and polyclonal anti pan-cadherin (Abcam) were used. Proteins were separated by SDS-PAGE and transferred to polyvinylidene fluoride (PVDF) membrane. Blots were probed with the mentioned antibodies, signals were detected by chemiluminescence (monoclonal anti-rabbit-Hrp and anti-mouse-Hrp) and imaging was performed with Image Quant LAS4000mini (GE Healthcare). Quantification of the immunoblot was performed using the Image Quant TL software.

Whole-mount antisense RNA in situ hybridization was carried out as described [21] using a digoxigenin-labeled antisense probe for zebrafish *shox2* and *islet1*. For immunostaining, zebrafish embryos were fixed in Dent’s fixative and a monoclonal anti-acetylated tubulin antibody (Sigma) was used [40].

### Statistical analysis

Data are presented as mean ± SEM from at least three independent experiments. Comparisons between experimental groups were performed using paired *t* test or 1-way ANOVA. Differences were considered significant if they showed a value of *P* < 0.05.

## Results

### *Shox2* has regulatory effects on *Isl1* expression in the developing sinoatrial node

To identify novel transcriptional targets of Shox2, we performed microarray analysis and compared gene expression levels in right atria of wildtype and *Shox2* ^−*/*−^ hearts. 

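The data are 1 array per genotype, a wildtype array and a Shox2−/− array. Each was hybridized with 200 ng RNA pooled from 6 right atria of embryos from 2 pregnancies at E11.5, in the CD-1 outbred background. The GeneChip Mouse Gene 1.0 ST array measures transcripts with probes spread along each gene. The authors log transformed the perfect-match probe values, quantile normalized them and fitted log-linear models in JMP Genomics 4.0, with probes grouped by Entrez gene through a custom CDF of version 14. The deposited table holds 1 value per gene and array for 21225 genes, of which 20239 had a gene symbol in the table used here and 986 were counted but not named. The values were read as log2 from their range, since the paper's text gives the base only for its ratios. The median over all genes was 7.49 on the wildtype array and 7.50 on the Shox2−/− array, and the correlation across genes was 0.992, where genes are not independent replicates. Each ratio is the Shox2−/− value minus the wildtype value of the same gene. With 1 array per genotype there is no replicate, so that no difference computed here has an error or a p-value, and the number of arrays limits the precision of each value. For gene lists, chosen before the data were examined, the median ratio was placed among 10000 random lists of equal size matched on mean level, which describes these 2 arrays only. Shox2 and Isl1 were left out of each list. The level that noise can reach was taken as the 95th percentile of olfactory and vomeronasal receptor genes, which was 6.77 on the wildtype array and 6.97 on the Shox2−/− array.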

Only right atria comprising the *Shox2* expressing sinus venosus myocardium and venous valves were dissected from murine E11.5 hearts to increase the specificity of the array analysis. Genes were considered to be up- or downregulated if they showed log2 ratios of ≥0.35 or ≤−0.4 with a significance of *P* ≤ 0.0001. 

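Genes of plasma proteins made by the fetal liver and genes of red blood cells were lower in the Shox2−/− right atria. All 10 liver genes measured were lower, 8 of them at or below a log2 ratio of −0.4, with a median of −0.93 that lay below all random lists. Serpina1a, an alpha-1-antitrypsin gene, had a ratio of −2.24, albumin (Alb) −1.50 and alpha-fetoprotein (Afp) −1.22. The fibrinogen gene Fgb was at −0.99, transferrin (Trf) at −0.95, the apolipoprotein genes Apoa2 and Apoa1 at −0.90 and −0.85, and transthyretin (Ttr) at −0.81. All 14 erythroid genes were lower, 9 of them at or below the threshold, with a median of −0.47 that again lay below all random lists. These were the adult beta-globin genes Hbb-b1 (−1.52) and Hbb-bs (−1.09), Rhag (−0.62), Klf1 (−0.49), Epb42 (−0.49), Tfrc (−0.47), Tal1 (−0.47), Hemgn (−0.43) and the transcription factor Gata1. With the level-dependent trend between the arrays removed, 6 of the 14 were at or below the threshold, and Tfrc, Tal1 and Hemgn no longer were. Of 10 genes of foregut and lung epithelium, 4 were at or below the threshold, namely Cldn6 (−0.71), Nkx2-1 (−0.41), Sox2 (−0.40) and Foxa1, and the list's median was −0.30. The lowest ratio on the arrays was that of Xist, the RNA that coats the inactive X chromosome of female cells, which went from 10.13 on the wildtype array to 6.60 on the Shox2−/− array. Other genes among the most lowered were Serpina6 (−1.48), Mal2 (−1.44), Serpina1b (−1.41), the plasma retinol carrier Rbp4 (−1.21), Itih2 (−1.05) and Zfp931 (−1.05). On the Shox2−/− array Xist, Serpina1a, Serpina1b, Mal2, Zfp931 and Sox2 lay below the level of receptor genes, so that their ratios are differences from background signal.
The most raised genes were the connexin gene Gjb2, with a ratio of 1.07, and the chemokine gene Cxcl14, with 1.07. They were followed by Gabrp (0.93), Crabp1 (0.76), which encodes a retinoic acid binding protein, Lix1 (0.75), Vmn2r25 (0.67), Arl14epl (0.66), Pcdha12 (0.62) and Olfr765 (0.60), and by the transcription factors Prrx1, Ebf3 and Tfap2b. Vmn2r25 and Pcdha12 lay below the level of receptor genes on the wildtype array. Of 17 genes of cushion and valve mesenchyme, 4 were at or above a ratio of 0.35, among them Twist1 (0.42) and Scx (0.35), and 6 had a ratio below 0, among them Vcan (−0.39), Sox9 (−0.27) and Lum (−0.23). The list's median of 0.21 lay above all random lists, with a bootstrap 95% interval over members of −0.046 to 0.32 that spans 0.
Over all 21225 genes, 240 had a ratio of at least 0.35 and 377 a ratio of −0.4 or less, so that 61.1% of these 617 genes were lower. No P was applied in these counts, since 1 value per gene and array does not hold the probe values behind it. Among 1342 olfactory and vomeronasal receptor genes, taken as a measure of background although some may be expressed in heart tissue, 34 were past the upper and 4 past the lower threshold. With the level-dependent trend between the arrays removed, these numbers were 12 and 5. Of the 240 higher genes, only 89 lay above the median expression level. Of 10 bins of genes from low to high level, the median ratio was 0.12 in bin 3 and −0.089 in bin 9.

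**Figure D1:**
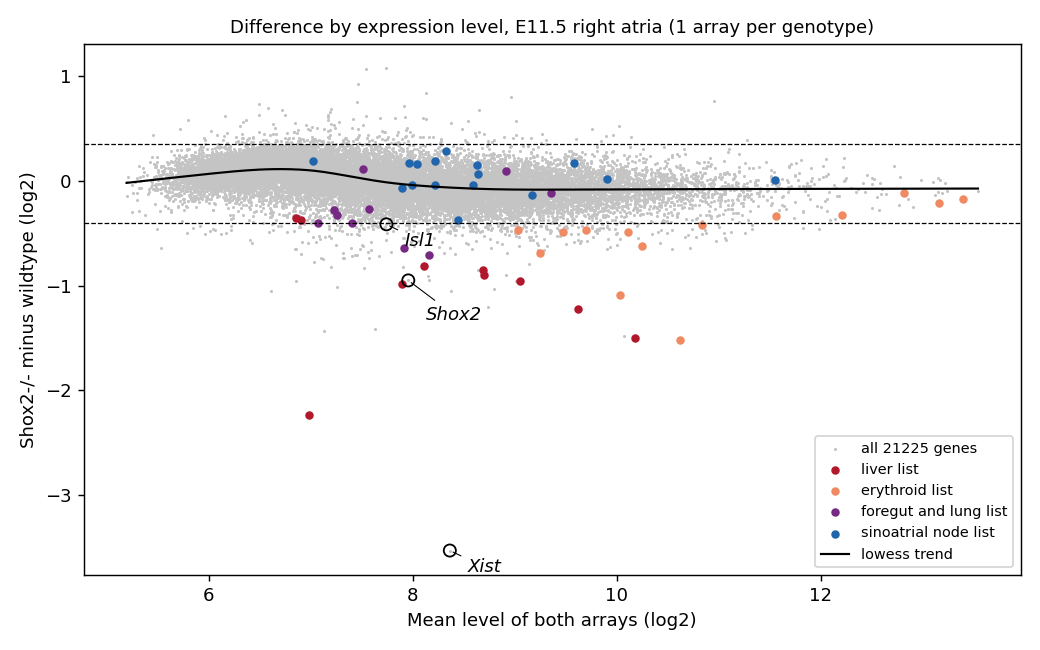
Log2 ratio (Shox2−/− minus wildtype) of each of 21225 genes against its mean log2 level on both arrays, with 1 array per genotype. Dashed lines mark ratios of 0.35 and −0.4, the black line is the lowess trend, and colours mark the liver, erythroid, foregut and lung, and sinoatrial node lists. All liver and erythroid genes lie below 0, and no gene of the sinoatrial node list lies past a dashed line.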

Using these selection criteria, we identified 321 genes with significantly altered gene expression (80 up- and 241 downregulated genes). As expected, *Shox2* was among the highest negatively regulated genes. 

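Shox2 (Entrez gene 20429), the targeted gene, had a value of 8.43 on the wildtype array and 7.48 on the Shox2−/− array. The ratio of −0.95 left 51.7% of the wildtype signal and placed Shox2 at rank 19 of 21225 genes, counted from the lowest ratio. None of the 500 genes nearest to it in mean level had a lower ratio. The value on the Shox2−/− array stayed above the level of receptor genes. That level does not show whether the remaining signal is Shox2 transcript or background of its own probes, so the loss of transcript may exceed the ratio. Which part of the transcript the probes cover, inside or outside the deleted part, is not given in the sources used here. Among the 18 genes with a lower ratio were 5 of the liver list and 2 adult beta-globin genes.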

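Of 647 genes with the symbol of a homeobox or other transcription factor family, 36 were past a size threshold, 19 of them higher and 17 lower in Shox2−/− right atria. The most lowered beside Shox2 were Foxf1 (−0.96) and Tbx4 (−0.91), which act in lung and foregut mesenchyme, and Etv5 (−0.82). They were followed by Gata1 (−0.69), the master regulator of red blood cell formation, Foxa1 (−0.64), a factor of gut and lung epithelium, Ikzf1 (−0.61), a factor of blood cells, and Myc (−0.51). The most raised were Prrx1 (0.80), Ebf3 (0.67), Tfap2b (0.63), Msx2 (0.60) and Six2 (0.50), of which Prrx1, Msx2 and Six2 are homeobox genes of mesenchyme. Gata1 and Foxa1 belong to the erythroid list and to the foregut and lung list, whose medians lay below all random lists. Transcription factors made up 5.83% of the 617 genes past a threshold, and 5.56% of the family was past one, against 2.91% of all genes. In 2000 random gene sets of the same size and levels, the median number past a threshold was 20 and the largest 38. In other families the numbers were 19 of 412 zinc finger genes, 11 of 211 cytokine and growth factor genes, 5 of 97 CD antigen genes, 22 of 302 small RNA genes and 38 of 1342 receptor genes. Matched random sets had medians of 13 for zinc finger, 5 for cytokine and growth factor and 2 for CD antigen genes. With the level-dependent trend between the arrays removed, 24 zinc finger genes stood against a random median of 12, and 30 transcription factors against 18. The families were rebuilt from gene symbols and are not those of GSEA, and no P was applied. No transcription factor was past a 2-fold change, and 23 were past a threshold above the median level.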

Classification of the 321 genes into gene families using the Gene Set Enrichment Analysis (GSEA) revealed that the highest proportion of regulated genes belongs to the group of transcription factors. Among these, the LIM homeodomain transcription factor Isl1 showed a reduced expression in right atria of *Shox2* ^−*/*−^ embryos.

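Isl1 (Entrez gene 16392) had a value of 7.95 on the wildtype array and 7.53 on the Shox2−/− array. This is a ratio of −0.42, or 25.0% less signal, beside the threshold of −0.4. Of the 500 genes nearest to Isl1 in mean level, 5 had a ratio as low or lower. Isl1 stood at rank 341 among all 21225 genes and at rank 15 among the 647 transcription factors. With the level-dependent trend between the arrays removed, the ratio was −0.40. Of 10 genes of foregut and lung epithelium, 8 had a ratio below 0 as well. The difference has no replicate check on these arrays. From the reduced expression the paper takes Isl1 as a putative target gene of Shox2, which it then measures by qRT-PCR in another pool of tissue (Fig. 1A).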

To verify *Isl1* as a putative target gene, we carried out qRT-PCR analyses using right atrial tissue samples of wildtype and *Shox2* knockout embryos and confirmed the downregulation of *Isl1* expression in a second independent pool of embryonic heart tissue (Fig. 1A). To further investigate *Isl1* as a putative target gene of Shox2, we compared the spatial expression of both genes and found that *Shox2* and *Isl1* expression overlap in embryonic mouse hearts. *Isl1* expression was detected in the SAN of wildtype hearts, which corresponds to the area where *Shox2* normally is expressed (Fig. 1B). Whole-mount in situ hybridization on isolated E11.5 wildtype and knockout hearts demonstrated that *Isl1* transcripts are completely absent in the SAN region of *Shox2* mutants (Fig. 1C b’), while normal expression was observed in the outflow tract (Fig. 1C b). The lack of *Isl1* expression in the SAN, but unaffected *Isl1* expression in the outflow tract of *Shox2*-null mice could be also confirmed at embryonic stage E12.5 (Fig. S1A). In situ analyses revealed a complete loss of *Isl1* expression in the right atrium (SAN) of knockout hearts, suggesting that the residual *Isl1* expression detected in *Shox2* knockout tissue by qRT-PCR and microarray experiments is likely due to some remaining outflow tract tissue following microdissection. 

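On the Shox2−/− array, the remaining Isl1 signal of 7.53 lay above the level of receptor genes and beside the 7.48 of the targeted gene Shox2. Of 18 genes of the outflow tract and second heart field, 15 had a ratio above 0 and 4 were at or above 0.35, namely Crabp1, Six2, Crabp2 (0.38) and Wnt5a (0.37). Their median was 0.12, above 99.97% of random lists matched on level and 98.99% of unmatched ones, and the lowest ratio was that of Sema3c (−0.23). Both arrays held transcripts of this list, with Hand2 at 8.83 and 8.93 and Tbx1 at 7.83 and 8.11 on the wildtype and Shox2−/− arrays. These examples were chosen after their values were seen, and Prdm1 (6.48 and 6.81) lay below the level of receptor genes on both. Members can also be made by other cells of the pool, so these levels do not show that outflow tract tissue was present. None of 16 sinoatrial node and pacemaker genes was past a threshold, and their median was 0.040, or 0.096 with the trend between the arrays removed. Among them Gjd3, a connexin gene, had a ratio of 0.29, Hcn2 0.19, Tbx18 0.17, Tbx3 0.15 and Hcn4 0.067, and the lowest was Smoc2 (−0.38). In 17 genes of the working atrial myocardium the median was 0.049, or 0.097 without the trend, and no member was past a threshold as deposited, while Nkx2-5 reached 0.35 without the trend. In 12 genes of neural crest and neurons, where Isl1 is also known to be expressed, the median was 0.0049, or −0.028 without the trend, with Dbh at −0.47, Tfap2a at 0.47 and Tfap2b past the upper threshold. Of 10 genes of foregut and lung epithelium, 8 had a ratio below 0 and 2 above it, Cdh1 (0.11) and Krt18 (0.089), with a bootstrap 95% interval of the median over members of −0.52 to −0.088.

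**Figure D2:**
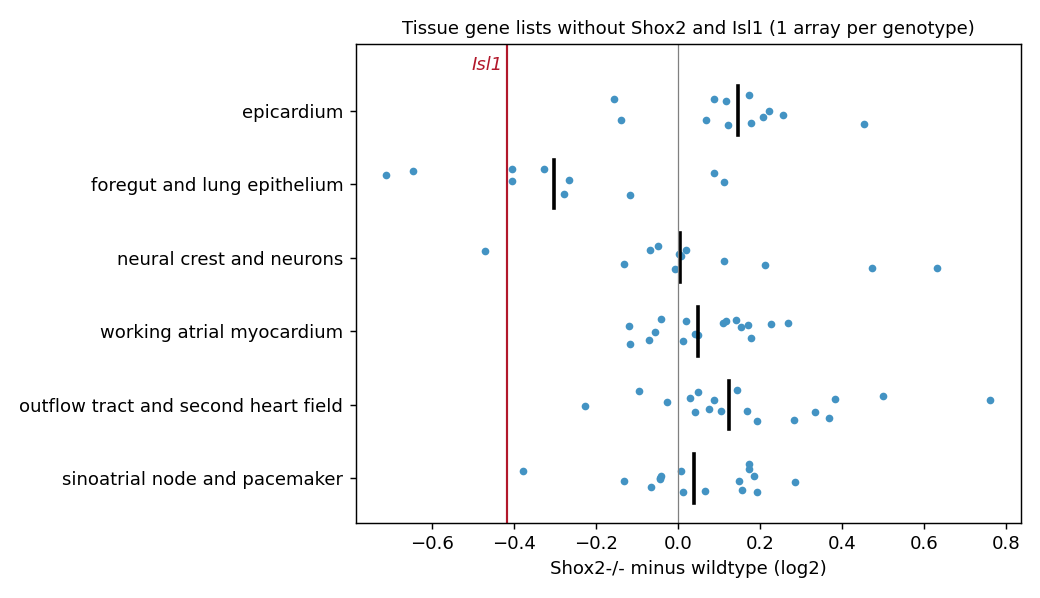
Log2 ratio (Shox2−/− minus wildtype) of each gene of the sinoatrial node, outflow tract, working atrial, neural, foregut and lung, and epicardium lists, without Shox2 and Isl1, with 1 array per genotype. Points are genes, spread vertically only for display, black bars are list medians and the red line is the ratio of Isl1. Of the outflow tract genes 15 of 18 lie to the right of 0, and of the foregut and lung genes 8 of 10 lie to the left.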

Quantitative expression analysis using outflow tract tissue samples showed high and consistent *Isl1* expression levels in both wildtype and *Shox2* knockout embryos (Fig. S1B).

**Fig. 1:**
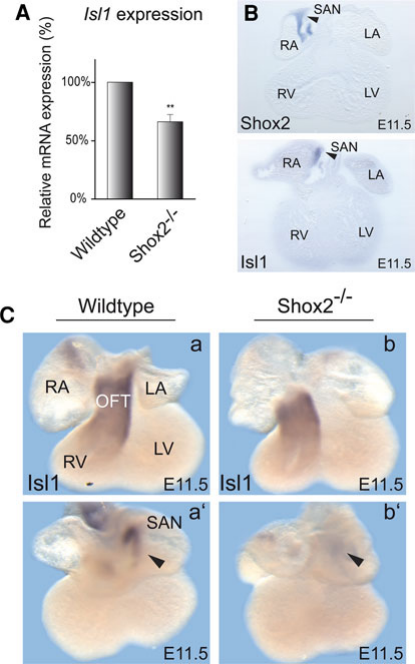
*Shox2* deficiency impairs *Isl1* expression. **A** qRT-PCR analysis using right atrial tissue of E11.5 wildtype and *Shox2* ^−*/*−^ mouse hearts. *Shox2* knockout results in 34 % reduction of *Isl1* mRNA levels in the right atrium of the heart. All results were normalized to *Sdha* (succinate dehydrogenase complex, subunit A) and *Hprt1* (hypoxanthine phosphoribosyltransferase 1) mRNA values. (** *P* = 0.0058; *n* = 21 right atria from 6 different pregnancies and 6 independent experiments). **B** Coexpression of *Shox2* and *Isl1* in the embryonic mouse heart. Sections after whole-mount in situ hybridization on E11.5 wildtype mouse hearts using *Shox2* (*upper section*) and *Isl1* (*lower section*) RNA probes. Murine *Shox2* and *Isl1* are coexpressed specifically in the SAN region of the developing heart (indicated by *black arrowheads*). **C** *Isl1* expression is absent in the SAN of *Shox2* ^−*/*−^ embryos. Whole-mount in situ hybridization on E11.5 wildtype (**a**) and *Shox2* ^−*/*−^ (**b**) mouse hearts using an *Isl1* RNA probe. Both, ventral (**a**, **b**) and dorsal (**a**’, **b**’) views are shown. Murine *Isl1* is expressed in the OFT (**a**) and in the SAN (**a**’) of the developing heart in wildtype embryos. In the *Shox2* ^−*/*−^ mouse heart, *Isl1* expression is still present in the OFT (**b**) but completely absent in the SAN (**b**’), where *Shox2* and *Isl1* expression domains overlap in the wildtype heart. *RA* right atrium, *LA* left atrium, *RV* right ventricle, *LV* left ventricle, *OFT* outflow tract, *SAN* sinoatrial node

To validate that the loss of *Isl1* expression in the SAN of *Shox2* knockout hearts is not due to incorrect formation of SAN tissue, we examined the expression of SAN markers in wildtype and knockout hearts using in situ hybridization and immunohistochemistry. While Tbx18 is mainly expressed in the SAN head, Hcn4 is a very prominent marker of the complete developing SAN [45, 56]. Double in situ hybridization experiments using an *Isl1* antisense probe together with *Hcn4* showed coexpression in the SAN of E12.5 and E13.5 wildtype hearts (Fig. 2A a, a’, c, c’). In *Shox2* ^−*/*−^ mouse hearts *Isl1* expression is completely absent in this region, while *Hcn4* transcripts are still detectable (Fig. 2A b, b’, d, d’). Double immunostainings revealed that Hcn4 and Tbx18 colocalize with Isl1 in the SAN of E11.5 wildtype embryos (Fig. 2B a, g). While both markers could be detected in the SAN of wildtype and knockout hearts (Fig. 2B c, f, i, l), Isl1 staining is not detectable in this region in *Shox2* ^−*/*−^ embryos (Fig. 2B e, k). Together, these stainings confirm the loss of Isl1 expression in the SAN of *Shox2* mutants on transcript and protein level at different embryonic stages, while the presence of Hcn4 and Tbx18 confirm that the SAN is formed. The loss of *Isl1* expression is thereby very likely linked to *Shox2* deficiency and does not constitute an indirect effect due to disrupted development of SAN tissue in knockout embryos.

**Fig. 2:**
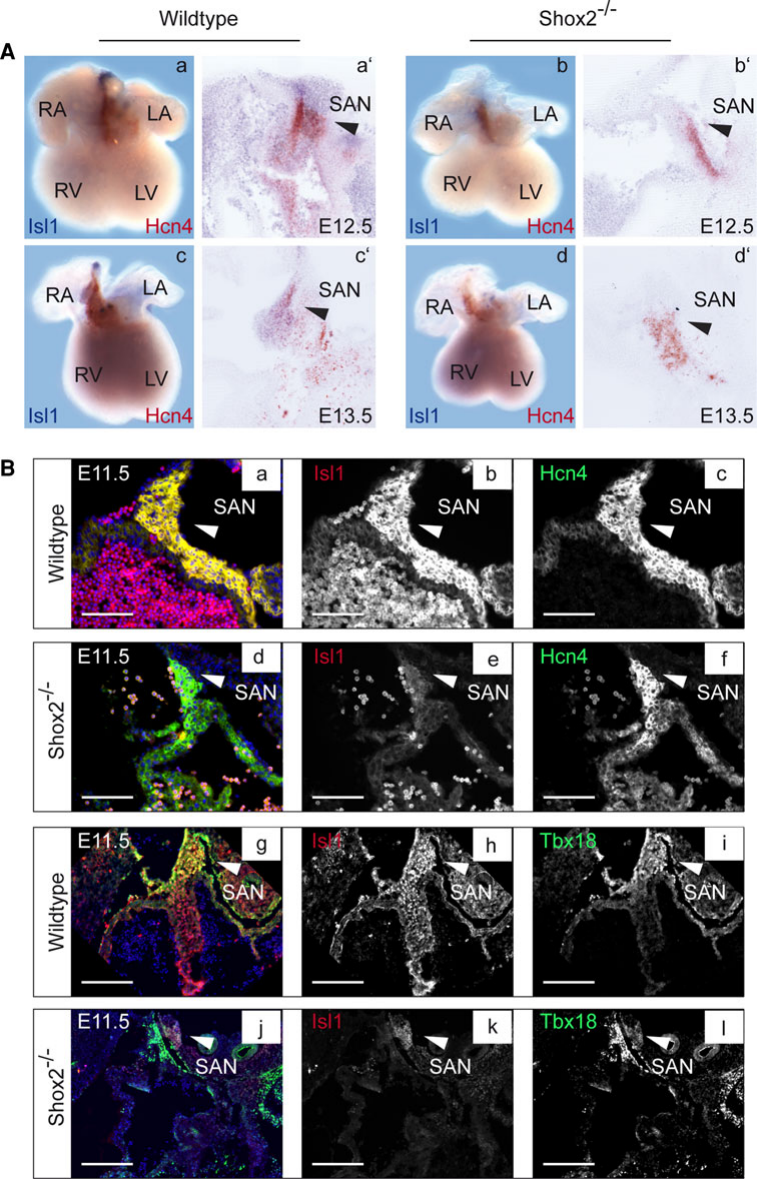
Double staining of wildtype and *Shox2* ^−*/*−^ embryos. **A** Double whole-mount in situ hybridization with corresponding sections (50 μm) on E12.5 (**a**, **b**) and E13.5 (**c**, **d**) wildtype and *Shox2* ^−*/*−^ mouse hearts using *Isl1* and *Hcn4* RNA probes. Murine *Isl1* (*blue* staining) and *Hcn4* (*red* staining) are expressed in the SAN (**a**, **a**’, **c**, **c**’) of the developing heart in wildtype embryos (indicated by *black arrowhead*). In the *Shox2* ^−*/*−^ mouse heart *Isl1* expression is completely absent in the SAN (**b**, **b**’, **d**, **d**’), which represents the overlapping expression domains of *Shox2* and *Isl1* in the wildtype heart. Note that *Hcn4*, another marker of the SAN region, is still expressed in *Shox2* ^−*/*−^ hearts, even if the expression is somewhat reduced (**b**, **b**’, **d**, **d**’). **B** Transverse sections (10 μm) of E11.5 wildtype (**a**–**c**; **g**–**i**) and *Shox2* ^−*/*−^ (**d**–**f**; **j**–**l**) embryos were stained with Isl1 (*red*) and the SAN marker Hcn4 or Tbx18 (*green*). Nuclei are counterstained with Hoechst (*blue*). Isl1 and Hcn4 expression clearly overlaps in the SAN region of wildtype embryos (**a**; *white arrowhead*). Hcn4 is still detectable in the SAN of *Shox2* ^−*/*−^ embryos (**f**), whereas no Isl1 staining is visible in this region (**e**). Isl1 and Tbx18 expression clearly overlaps in the SAN head of wildtype embryos (**g**; *white arrowhead*). Tbx18 is still detectable in the SAN of *Shox2* ^−*/*−^ embryos (**l**), whereas no Isl1 staining is visible in this region (**k**). *RA* right atrium, *LA* left atrium, *RV* right ventricle, *LV* left ventricle, *SAN* sinoatrial node. *Scale bars*: **a**–**f** 1,000 μm; **g**–**l** 500 μm

### SHOX2 binds to regulatory elements in an intronic region of the *ISL1* gene

To further study the transcriptional control mechanism of *ISL1* by *SHOX2*, we investigated specific binding sites within the *ISL1* locus. As a first step, we performed multispecies conservation analysis for the human *ISL1* locus to identify evolutionary conserved regions. Conservation of DNA sequences provides a route for identifying functional elements in genomes [32]. Sequence comparison of human, frog, chicken, and mouse *Isl1* revealed several highly conserved regions (Fig. S2A). Using luciferase assays, we functionally characterized these highly conserved elements. The reporter constructs used are depicted as black boxes below the conservation plot in Supplemental Material Fig. S2A and are referred to as ISL1-reporter-1 to ISL1-reporter-5. ISL1-reporter-3 and -4 include regulatory elements previously identified downstream of the translational stop codon [22, 23], while ISL1-reporter-1 contains a recently published minimal promoter of the *Isl1* gene [31]. Cotransfections of the different *ISL1* reporter constructs along with a *SHOX2a* expression plasmid revealed a strong increase in luciferase activity only for ISL1-reporter-2, compared to the basal level of the respective reporter alone (Fig. S2B). By transfection of serial gene deletion constructs (genomic locations of the constructs are depicted in Fig. 3A), we confined the *SHOX2* transcriptional regulatory element to a 184-bp region located in the second intron of *ISL1*, corresponding to ISL1-reporter-2del 3 (Fig. 3A, B). To identify the precise SHOX2 binding site, EMSA was performed using four different oligonucleotide probes (Oligo1–Oligo4; Fig. S3A) that cover the respective intronic *ISL1* sequence. We obtained a shift with both Oligo1 (strong binding) and 3 (weaker binding), but not with Oligo2 and 4 (Fig. 3C, Fig. S3B). Competitive EMSAs demonstrated that only high excess (150-fold) of unlabeled Oligo3 (SpC3) competitively affects binding of Oligo1 to SHOX2 (Fig. S4A, left panel), while already a low molar excess (50-fold) of unlabeled Oligo1 (SpC1) competitively inhibits binding of labeled Oligo3 to SHOX2 (Fig. S4A, right panel). Our luciferase assays also show that the sequence encompassing Oligo1 alone is not sufficient to activate *ISL1* by SHOX2 (as this region was also partly included in the ISL1-reporter-2del 2 construct which did not show an increase in luciferase activity upon cotransfection with *SHOX2*) (Fig. 3B), suggesting that both sequences (encompassing Oligo1 and Oligo3) are necessary to activate the *ISL1* gene by SHOX2. Oligo1 and Oligo3 both include AATT-palindromic sequences, which were mutated to CCGG (Oligo1 mut and Oligo3 mut) to confirm sequence specific binding. No shift was obtained using the mutated Oligos, confirming that the AATT motif is essential for SHOX2 binding (Fig. 3C). In addition, competition assays revealed that an excess of unlabeled wildtype Oligos (SpC1 and SpC3) reduce the DNA binding ability of SHOX2, whereas excess of mutant Oligos (MuC1 and MuC3) do not affect the binding (Fig. S4B).

**Fig. 3:**
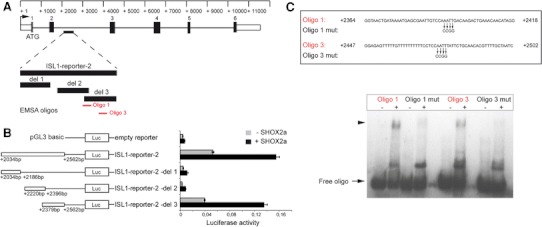
SHOX2 binds to regulatory elements within the *ISL1* gene. **A** Schematic drawing showing the position of the luciferase reporter construct sequences within the genomic region of *ISL1* and the probes generated for EMSA. *Boxes and lines* represent exons and introns, respectively. EMSA probes to which SHOX2 binds are indicated in *red*. **B** SHOX2 increases the transcriptional activity of the *ISL1*-reporter-2, as evaluated by luciferase assay. The responsive reporter element was further narrowed down using deletion (*del*) constructs. HEK 293 cells were transiently cotransfected with the indicated *ISL1* reporter constructs or the empty pGL3 basic vector together with a *SHOX2* expression plasmid or an empty vector (pST-Blue1) and 24 h after transfection, luciferase activity was determined. Experiments were repeated at least three times in triplicate with consistent results and representative data are shown. **C** EMSA revealed specific binding using *Oligo1* and *Oligo3* together with a GST-SHOX2 fusion protein (shifted band is marked by an *arrowhead*). Precise binding sites were identified by the use of mutated probes (*Oligo1* *mut* and *Oligo3* *mut*), with 4 nucleotides exchanged (AATT ↔ CCGG). Free oligo is indicated by an *arrow*. Representative data from three independent experiments with consistent results are shown

### Bradycardia caused by *shox2* deficiency depends on *isl1* expression

To functionally assess whether *Shox2* and *Isl1* act in the same genetic pathway, we injected zebrafish embryos with morpholinos (MO). When injecting either 2.8 ng of *shox2*-MO or *isl1*-MO, 82.0 ± 2.6 % (*n* = 175; 2 independent experiments) and 79.1 ± 0.3 % (*n* = 182; 2 independent experiments) of injected embryos, respectively, displayed pericardial edema (Fig. 4A asterisk) and a severely reduced heart rate (Fig. 4B). Embryonic heart morphogenesis proceeds normally in *shox2*-MO and *isl1*-MO injected zebrafish. By 72-h post fertilization (hpf), morphant hearts consist of two heart chambers, atrium and ventricle, with properly developed myocardial and endocardial cell layers. The similarity of phenotypes between *shox2* and *isl1* deficiency in the fish raised the possibility that a close functional interaction between these two genes exists. To address whether the observed cardiac dysfunction caused by *shox2* deficiency could depend on *isl1* function, we examined the ability of *isl1* to compensate the morpholino-mediated loss of shox2 function by transient rescue experiments. DNA constructs expressing *isl1* and *shox2* under the control of the cardiac myosin light chain 2 (*cmlc2*) promoter [18, 33], which drives myocardial-specific expression were used for the rescue experiment. The *cmlc2* promoter also drove expression of GFP, which allowed monitoring of cardiomyocyte-specific expression (Fig. S5A). We coinjected 0.32 ng of the *isl1*-expression construct along with 2.8 ng *shox2*-MO, which was sufficient to induce the bradycardia phenotype and subsequently measured the heart rate of GFP positive embryos after 72 hpf. Myocardial-specific expression of *isl1* could significantly rescue the reduced heart rate in *shox2* morphant embryos. As a control, injection of the *isl1*- or *shox2*-expression construct alone did not cause any changes in embryonic heart rate (Fig. 4C). Histological sections of *shox2*-MO injected hearts rescued by *isl1* overexpression show normal development of the heart without formation of pericardial edema (Fig. 4D), compared to those of *shox2*-MO injected embryos alone (Fig. 4A). In addition, we could show a downregulation of isl1 protein levels in embryos injected with *shox2*-MO (Fig. S5B). Both proteins, shox2 and isl1, are highly expressed during neural development and isl1 plays an important role during differentiation of neurons in the brain. To exclude that shox2 deficiency also affects differentiation of isl1 positive neurons, we analyzed the *isl1* expression after *shox2* knockdown by whole-mount in situ hybridization. *Isl1* expression in the brains of shox2 morphants is indistinguishable from wildtype embryos (Fig. S6A and B). On the other hand, isl1 deficient embryos show a normal expression of *shox2* in the head region (Fig. S6C and D). Furthermore, we performed immunostaining using acetylated Tubulin as neuronal marker (Fig. S6E and F). While the heart rate was reduced after *shox2*-MO injection, no alteration could be detected in neural development. Together, these results indicate an epistatic relationship and a direct functional link between *shox2* and *isl1* in the pacemaking system of zebrafish embryos.

**Fig. 4:**
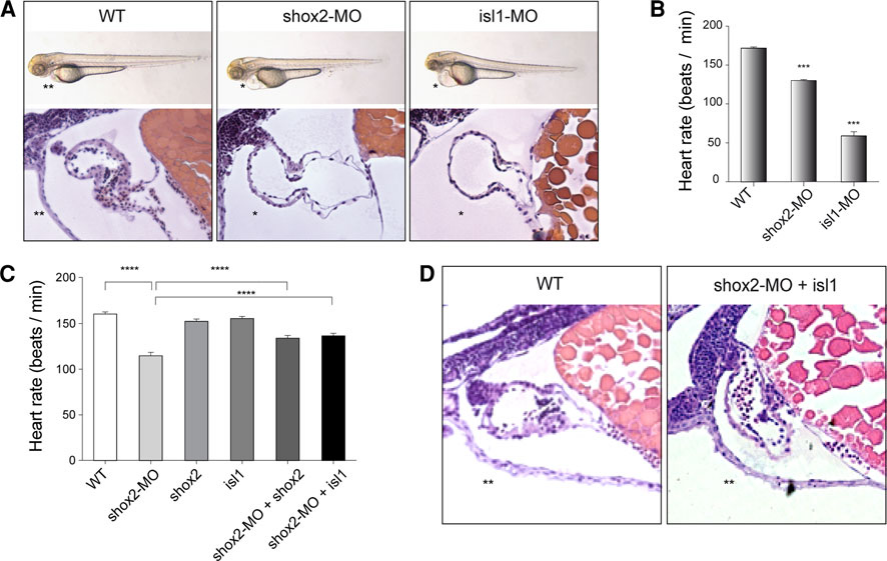
*shox2*-MO-mediated bradycardia can be rescued by *isl1* overexpression. **A** Injection of 2.8 ng *shox2* and *isl1* antisense morpholinos (*shox2*-MO and *isl1*-MO) leads to pericardial edema and pericardial blood congestion due to reduced heart rates in zebrafish embryos. Lateral views of WT, *shox2*-MO and *isl1*-MO injected embryos 72 h post fertilization (hpf). Hematoxylin and eosin staining of sagittal histological sections of WT (*left*), *shox2*-MO (*middle*) and *isl1*-MO (*right*) morphant hearts 72 hpf. Endocardial and myocardial layers of ventricle and atrium are defined, and heart chambers are separated by an atrioventricular ring. **B** Heart rates of *shox2* and *isl1* morphants are decreased by 72 hpf. Injection of *shox2*-MO leads to sinus bradycardia with heart frequencies of 130 beats per min (bpm) compared to WT embryos with 172 bpm. *isl1* deficient embryos exhibit severe sinus bradycardia and frequent pauses in the cardiac contraction with heart frequencies of 59 bmp. (***P < 0.001). **C** *shox2*-MO-mediated bradycardia is partially rescued by cardiomyocyte-specific expression of *isl1*. The mean heart rate of WT embryos 72 hpf amounts to 160 bpm. After *shox2* knockdown (2.8 ng *shox2*-MO) the heart rate is reduced to 114 bpm. Cardiomyocyte-specific overexpression of *shox2* or *isl1* alone (0.32 ng) does not affect the heart beat. Coinjection of 0.32 ng *shox2* or *isl1* plasmid DNA along with 2.8 ng *shox2*-MO results in significantly increased heart frequencies (134 and 137 bmp) compared to *shox2*-MO-injected embryos (114 bpm) at 72 hpf (****P < 0.001; *n* = 32–40 per condition). **D** Hematoxylin and eosin staining of sagittal histological heart sections of WT (*left*) and *shox2*-MO embryos rescued by *isl1* overexpression (*right*) 72 hpf revealed that the rescued hearts, compared to those of *shox2*-MO injected embryos (**A**, *middle picture*), show a phenotype very similar to the WT (*left*). *WT* wildtype, *asterisk* pericardial edema, *double asterisks* no pericardial edema

## Discussion

During embryogenesis, the proper development of the cardiac pacemaker is essential for a coordinated heart beat. Defects in the transcriptional network controlling SAN development may cause dysfunction of the primary pacemaker resulting in severe arrhythmias. The elucidation of the molecular mechanisms and key regulators involved in these developmental processes is therefore crucial for our understanding of arrhythmia-related diseases.

The LIM homeodomain transcription factor Isl1 is a prominent marker of second heart field derivatives comprising the right ventricle, outflow tract, inflow tract with the SAN and parts of the atria and plays a crucial role in cardiogenesis [6, 49, 51]. SAN development is initiated in the presence of *Isl1* expressing second heart field-derived cells [35, 48, 51]. Homozygous loss of *Isl1* results in embryonic lethality between E10.5 and E11.0 due to severe cardiac abnormalities. Besides heart looping defects, *Isl1* ^−*/*−^ embryos show hypoplasia or complete absence of the right ventricle, the outflow tract and parts of the atria including the inflow tract [6]. Early in embryogenesis, *Isl1* positive cells, which exhibit multipotent properties [4, 36], contribute to both the arterial (outflow tract) and the venous pole (SAN) of the primary heart tube. Once these progenitor cells differentiate into cardiomyocytes, *Isl1* expression becomes downregulated and almost extinguished from E12.5 to E18.5 [27]. Small numbers of Isl1 positive cells can still be detected in the adult hearts, including the SAN [14, 24, 54].

Although signaling pathways up- and downstream of Isl1 have been investigated in the past [1, 6, 8, 26, 39], little is known about direct regulators controlling the transcriptional activity of this gene in cardiac cells. The only proteins known to regulate *Isl1* expression so far via direct binding are ß-Catenin [28], Forkhead- and Gata4 transcription factors [22, 23] and the POU homeodomain transcription factor Oct1 [31]. While the binding sites for these regulators reside in promoter and enhancer regions up- or downstream of the gene, we could identify a regulatory element within an intronic region of *ISL1*.

In the present study, a connection between the homeodomain transcription factor Shox2 and Isl1 was revealed during cardiac development. We could show that *Shox2* is essential for the expression of *Isl1* in the SAN. Based on luciferase reporter studies and EMSA, our data also demonstrated that SHOX2 directly regulates *ISL1* expression and that this regulation is conducted via the binding to an intronic regulatory element of *ISL1*. To study the transcriptional regulation of *isl1* by *shox2* in vivo, zebrafish was employed as a model. We have shown previously that shox2 loss of function in zebrafish embryos results in severe cardiac dysfunction with sinus bradycardia and intermittent sinus exit block after 72 h of development [2]. Similar data have also been published for *Isl1* [9] and we could confirm these findings experimentally. Furthermore, it has been shown that both genes are expressed at the venous pole of the atrium in zebrafish embryos (48–72 hpf) [2, 57]. In the present study, we demonstrate a functional link between *shox2* and *isl1* in zebrafish embryos by partially rescuing the *shox2*-mediated bradycardia via ectopic expression of *isl1*. Previously, two separate phases of cardiomyocyte differentiation have been shown to exist in zebrafish. The first process, which regulates the differentiation of the venous pole comprising the sinus venosus requires *Isl1* expression, while in a second *Fgf8*-dependent process new cells are added to the arterial pole of the heart [9]. Interestingly, in both *Isl1* mutant fish and *Shox2* knockout mice, *Bmp4* expression is lost in the inflow tract (sinus venosus), but not the outflow tract of the developing heart [9, 42]. In addition, deficiency of both *Isl1* and *Shox2* in fish, as well as *Shox2* deficiency in the mouse results in a bradycardia phenotype [2, 9]. The similarity of the phenotypes observed in *Isl1* and *Shox2* mutants point to a genetic link between these two genes in the development or function of the cardiac pacemaker. Taken together, our findings revealed an interesting interplay between Shox2 and Isl1 in the SAN, which contributes to a novel transcriptional regulation in the cardiac pacemaker system (Fig. 5).

**Fig. 5:**
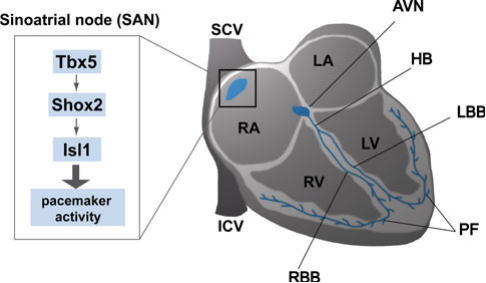
Schematic representation of the epistatic relationship between *Shox2* and *Isl1*. Schematic illustration of the mammalian conduction system highlighting a novel transcriptional regulation in the sinoatrial node. Previously we could show that *Tbx5* regulates *Shox2* in the SAN of the developing heart (12). In the present study, we demonstrate a novel epistatic relationship and a direct functional link between *Shox2* and *Isl1* in this compartment of the heart with important function in the pacemaking system. *AVN* atrioventricular node, *HB* bundle of His, *ICV* inferior caval vein, *LA* left atrium, *LBB* left bundle branch, *LV* left ventricle, *PF* Purkinje fibers, *RA* right atrium, *RBB* right bundle branch, *RV* right ventricle, *SAN* sinoatrial node, *SCV* superior caval vein

Based on the established functional data, SHOX2 as well as SHOX2 targets represent excellent candidates for human arrhythmias. While genetic variation in *ISL1* is associated with congenital heart disease and cardiomyopathies [13, 47], *SHOX2* has not been linked to any human phenotype yet. In a *SHOX*/*Shox2* replacement mouse model, it was recently shown that a hypomorphic *SHOX* allele is not able to completely rescue the *Shox2* ^−*/*−^ cardiac phenotype. Although the mice survive, they still show arrhythmias, suggesting that *SHOX2* haploinsufficiency may lead to arrhythmia in humans [29]. Thus, it will be interesting to see if both *SHOX2* and *ISL1* are involved in human heart disease, especially arrhythmias.

A possible connection between *Isl1* expressing second heart field-derived cells and the formation of the cardiac conduction system has been previously proposed [35, 48, 54]. As Shox2 directly regulates *Isl1* expression specifically in the embryonic SAN, our data show for the first time a direct functional consequence for *Isl1* in the pacemaking system of the developing heart. Taken together, our data add another piece to the puzzle of regulatory transcriptional networks controlling the development of the pacemaker.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

# Supplementary material for: Islet1 is a direct transcriptional target of the homeodomain transcription factor Shox2 and rescues the Shox2-mediated bradycardia
**Source:** Basic Res Cardiol. 2013 Mar 1;108(2):339. doi: 10.1007/s00395-013-0339-z
**Supplement:** Supplementary file 1 — Supplementary material 1

Islet1 is a direct transcriptional target of the homeodomain transcription factor Shox2 and rescues the Shox2-mediated bradycardia

Basic Research in Cardiology,

Sandra Hoffmann; Ina M. Berger; Anne Glaser; Claire Bacon; Li Li; Norbert Gretz; Herbert Steinbeisser; Wolfgang Rottbauer; Steffen Just and Gudrun Rappold^*^

**SUPPLEMENTAL MATERIAL**

**Detailed Methods**

**Generation of plasmid constructs**

In order to prepare the mRNA probe used for *in situ* hybridization, a specific fragment of *Isl1* DNA sequence (accession number NM_021459) was cloned by PCR using mouse embryonic cDNA E12.5 and the primers Isl1 for/rev (Table S1). The amplified product was then subcloned into the pSTBlue1 vector.

A series of luciferase reporter constructs containing evolutionary conserved regions of the human *ISL1* gene (accession number NM_002202) were amplified from human genomic DNA using different hISL1 Luc primers (Table S1). The amplified PCR products encompassing sequences upstream of the transcriptional start site (+1) and intragenic sequences of *ISL1* were cloned into a *Kpn*I*/Nhe*I digested pGL3 basic vector (Promega): ISL1-reporter-1 (-1784/+472); ISL1-reporter-2 (+2034/+2562); ISL1-reporter-3 (+9913/+14465); ISL1-reporter-2del 1 (+2034/+2186); ISL1-reporter-2del 2 (+2220/+2396); ISL1-reporter-2del 3 (+2379/+2562). The amplified PCR products encompassing downstream sequences of the *ISL1* genomic region were cloned into a *Sac*I/*Nhe*I digested pGL3 promoter vector (Promega): ISL1-reporter-4 (+14160/+17594); ISL1-reporter-5 (+17190/+17790).

To generate the *SHOX2a* expression plasmid, *SHOX2a* cDNA [1] was subcloned into a pT-REx-DEST31 vector (Invitrogen). Zebrafish *shox2* and *isl1* cDNA were subcloned together with a *mlc2*-promotor into the pDestTol2CG2 vector [4] which expresses GFP under the control of the *mlc2*-promotor to generate an expression plasmid for injection in zebrafish embryos.

All constructs were confirmed by sequencing.

**Supplemental Figures and Figure Legends**

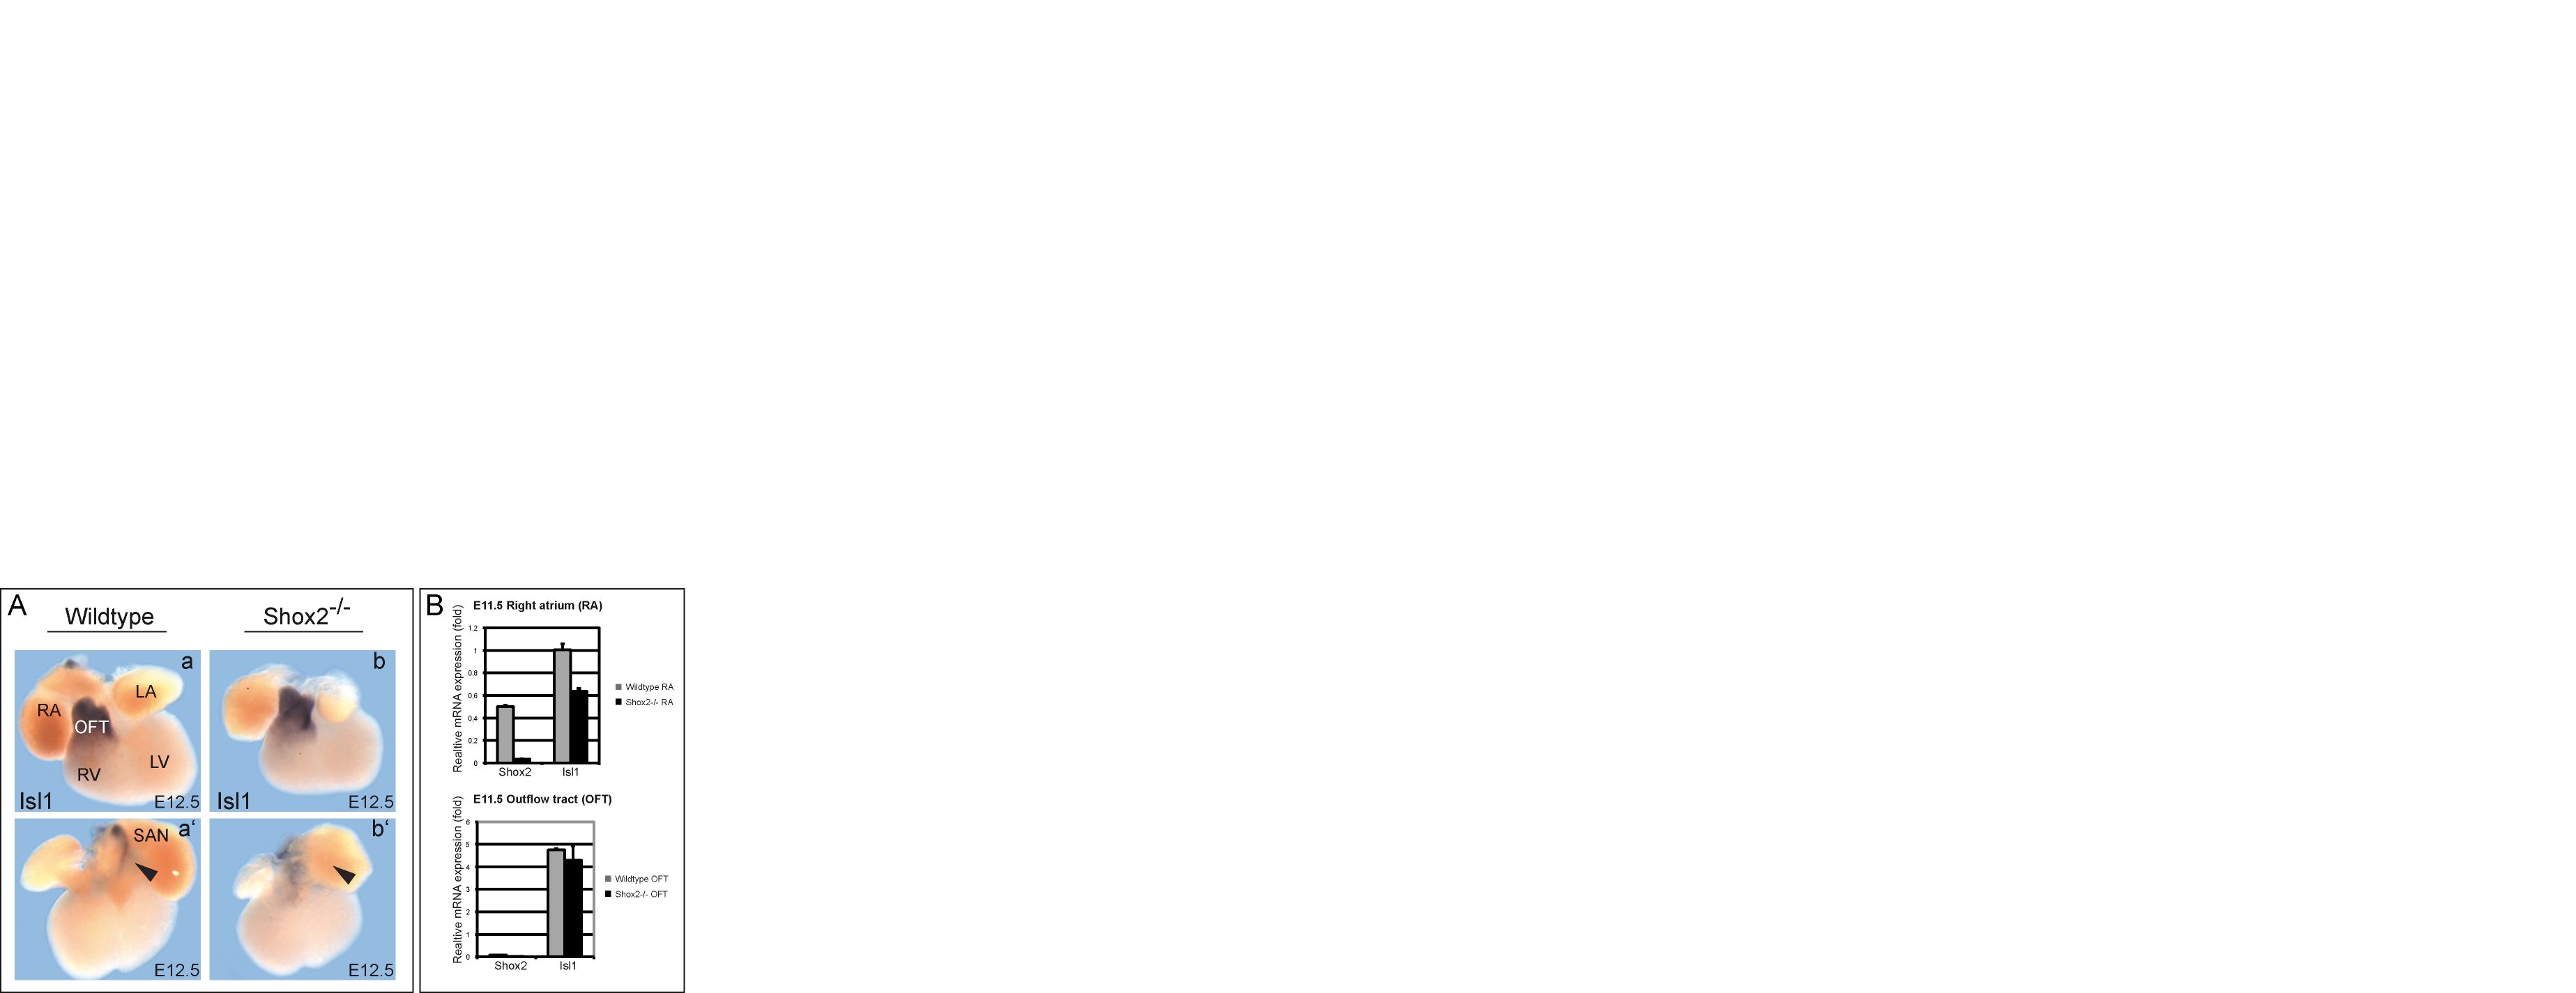

**Figure S1.** ***Isl1* expression is absent in the SAN of *Shox2^-/-^* embryos but unaltered in the outflow tract.** **(A)** Whole mount *in situ* hybridization on E12.5 wildtype (a) and *Shox2^-/-^* (b) mouse hearts using an *Isl1* RNA probe. Both, ventral (a, b) and dorsal (a’, b’) views are shown. Murine *Isl1* is expressed in the OFT (a) and in the SAN (a’) of the developing heart in wildtype embryos. In the *Shox2^-/-^* mouse heart, *Isl1* expression is still present in the OFT (b) but completely absent in the SAN (b’), where *Shox2* and *Isl1* expression domains overlap in the wildtype heart. RA: right atrium, LA: left atrium, RV: right ventricle, LV: left ventricle, OFT: outflow tract, SAN: sinoatrial node. **(B)** *Shox2* and *Isl1* expression in right atria and outflow tract tissue of E11.5 wildtype and *Shox2^-/-^* mouse embryos. *Shox2* is only expressed in the right atrium (RA) of the embryonic heart (upper diagram, left grey bar), whereas *Isl1* expression can be detected in the RA (upper diagram, right grey bar) and even stronger in the outflow tract (OFT; lower diagram, right grey bar). *Shox2* deficiency results in 37% reduction of *Isl1* mRNA levels in the RA (upper diagram, right black bar), whereas the expression of *Isl1* in the OFT (where *Shox2* is not present endogenously) is consistent in wildtype and knockout tissues (lower diagram, right bars). All results were normalized to *Sdha* (*succinate dehydrogenase complex, subunit A*) and *Hprt1* (*hypoxanthine phosphoribosyltransferase 1*) mRNA values.

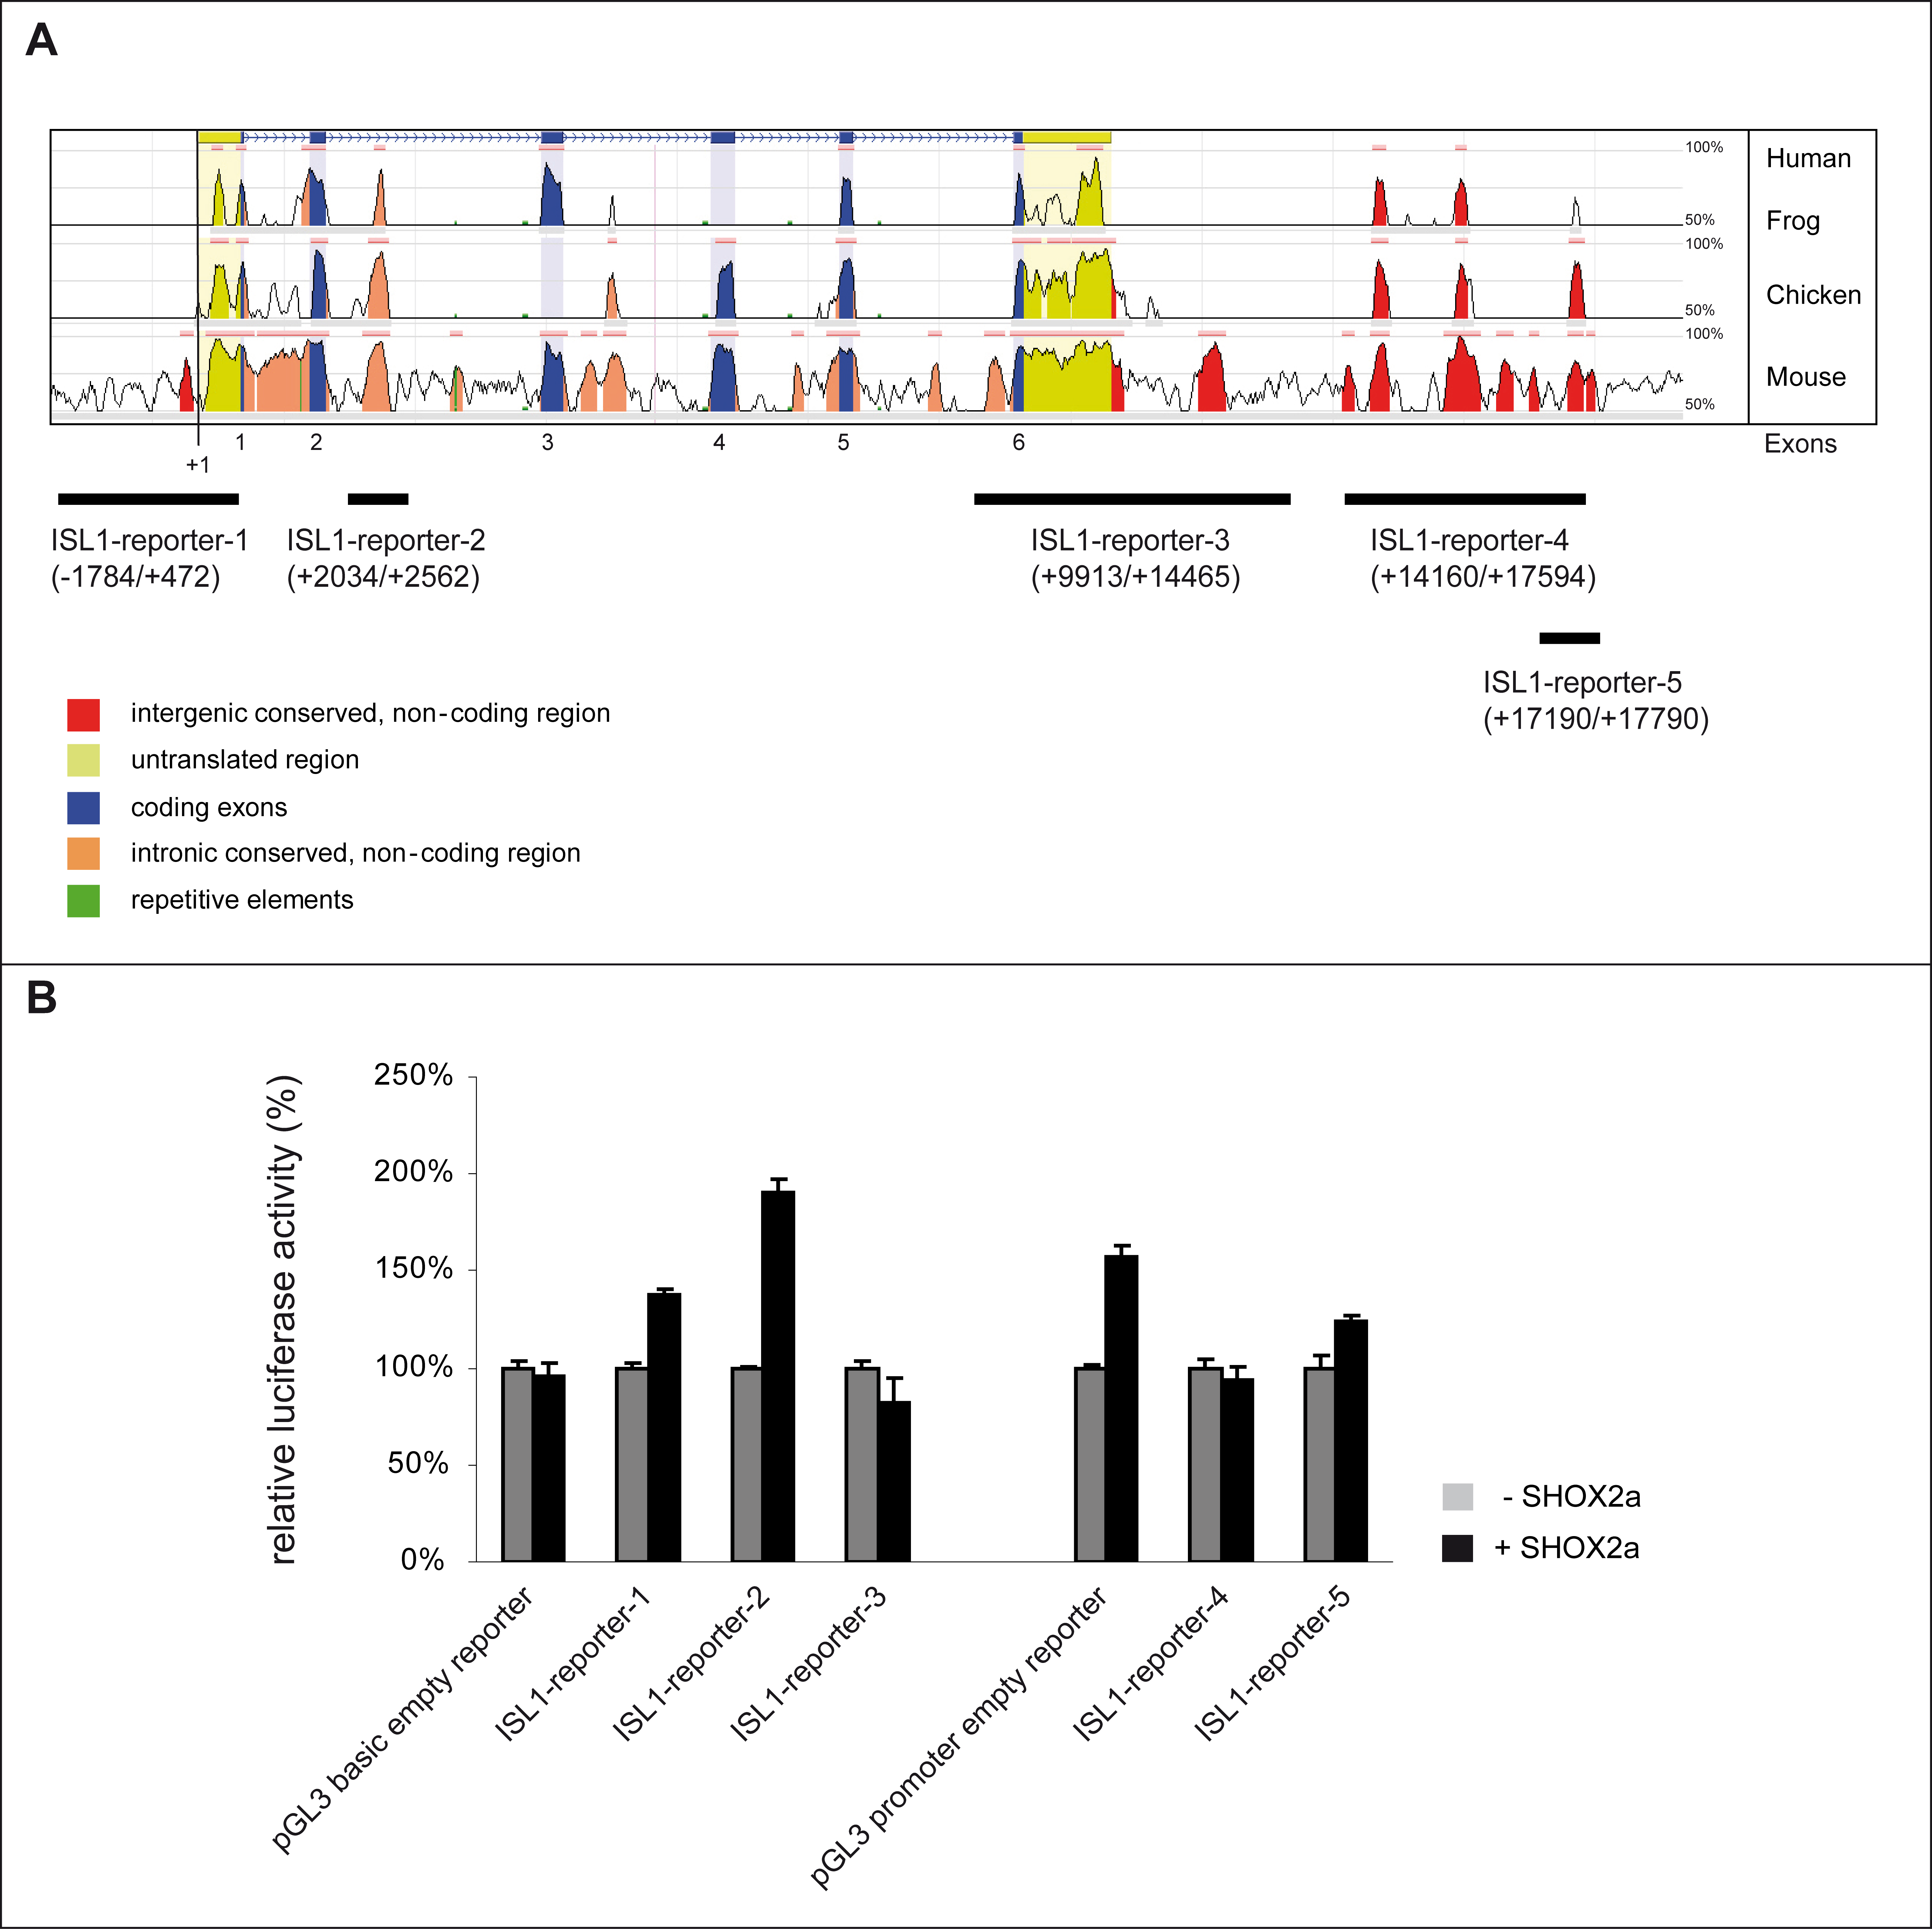

**Figure S2. Evolutionary conserved regions and putative SHOX2 binding sites within the *ISL1* gene (A)** Evolutionary conserved regions of the *ISL1* genomic locus. Multispecies conservation analysis of a 20 kb sequence from the human *ISL1* locus using the ECR browser (conservation throughout human, frog, chicken and mouse of fragments >100bp at 80% identity). Degree of conservation between 50 and 100% is plotted on the X-axis. Generated luciferase constructs according to highly conserved regions are represented in black boxes below the conservation plot (transcriptional start site is indicated by +1). The two non coding elements conserved between human, frog, chicken and mouse contained in ISL1-reporter-3 and ISL1-reporter-4 were previously defined as binding sites for Forkhead transcription factors and Gata4 [2, 3]. **(B)** Luciferase assay using different *ISL1* reporter constructs. HEK 293 cells were transiently cotransfected with a *SHOX2a* expression plasmid (1µg) and different *ISL1* reporter constructs (1µg; genomic locations of the constructs are depicted in A). Highest luciferase activity was measured upon cotransfection of *SHOX2* and *ISL1*-reporter-2.

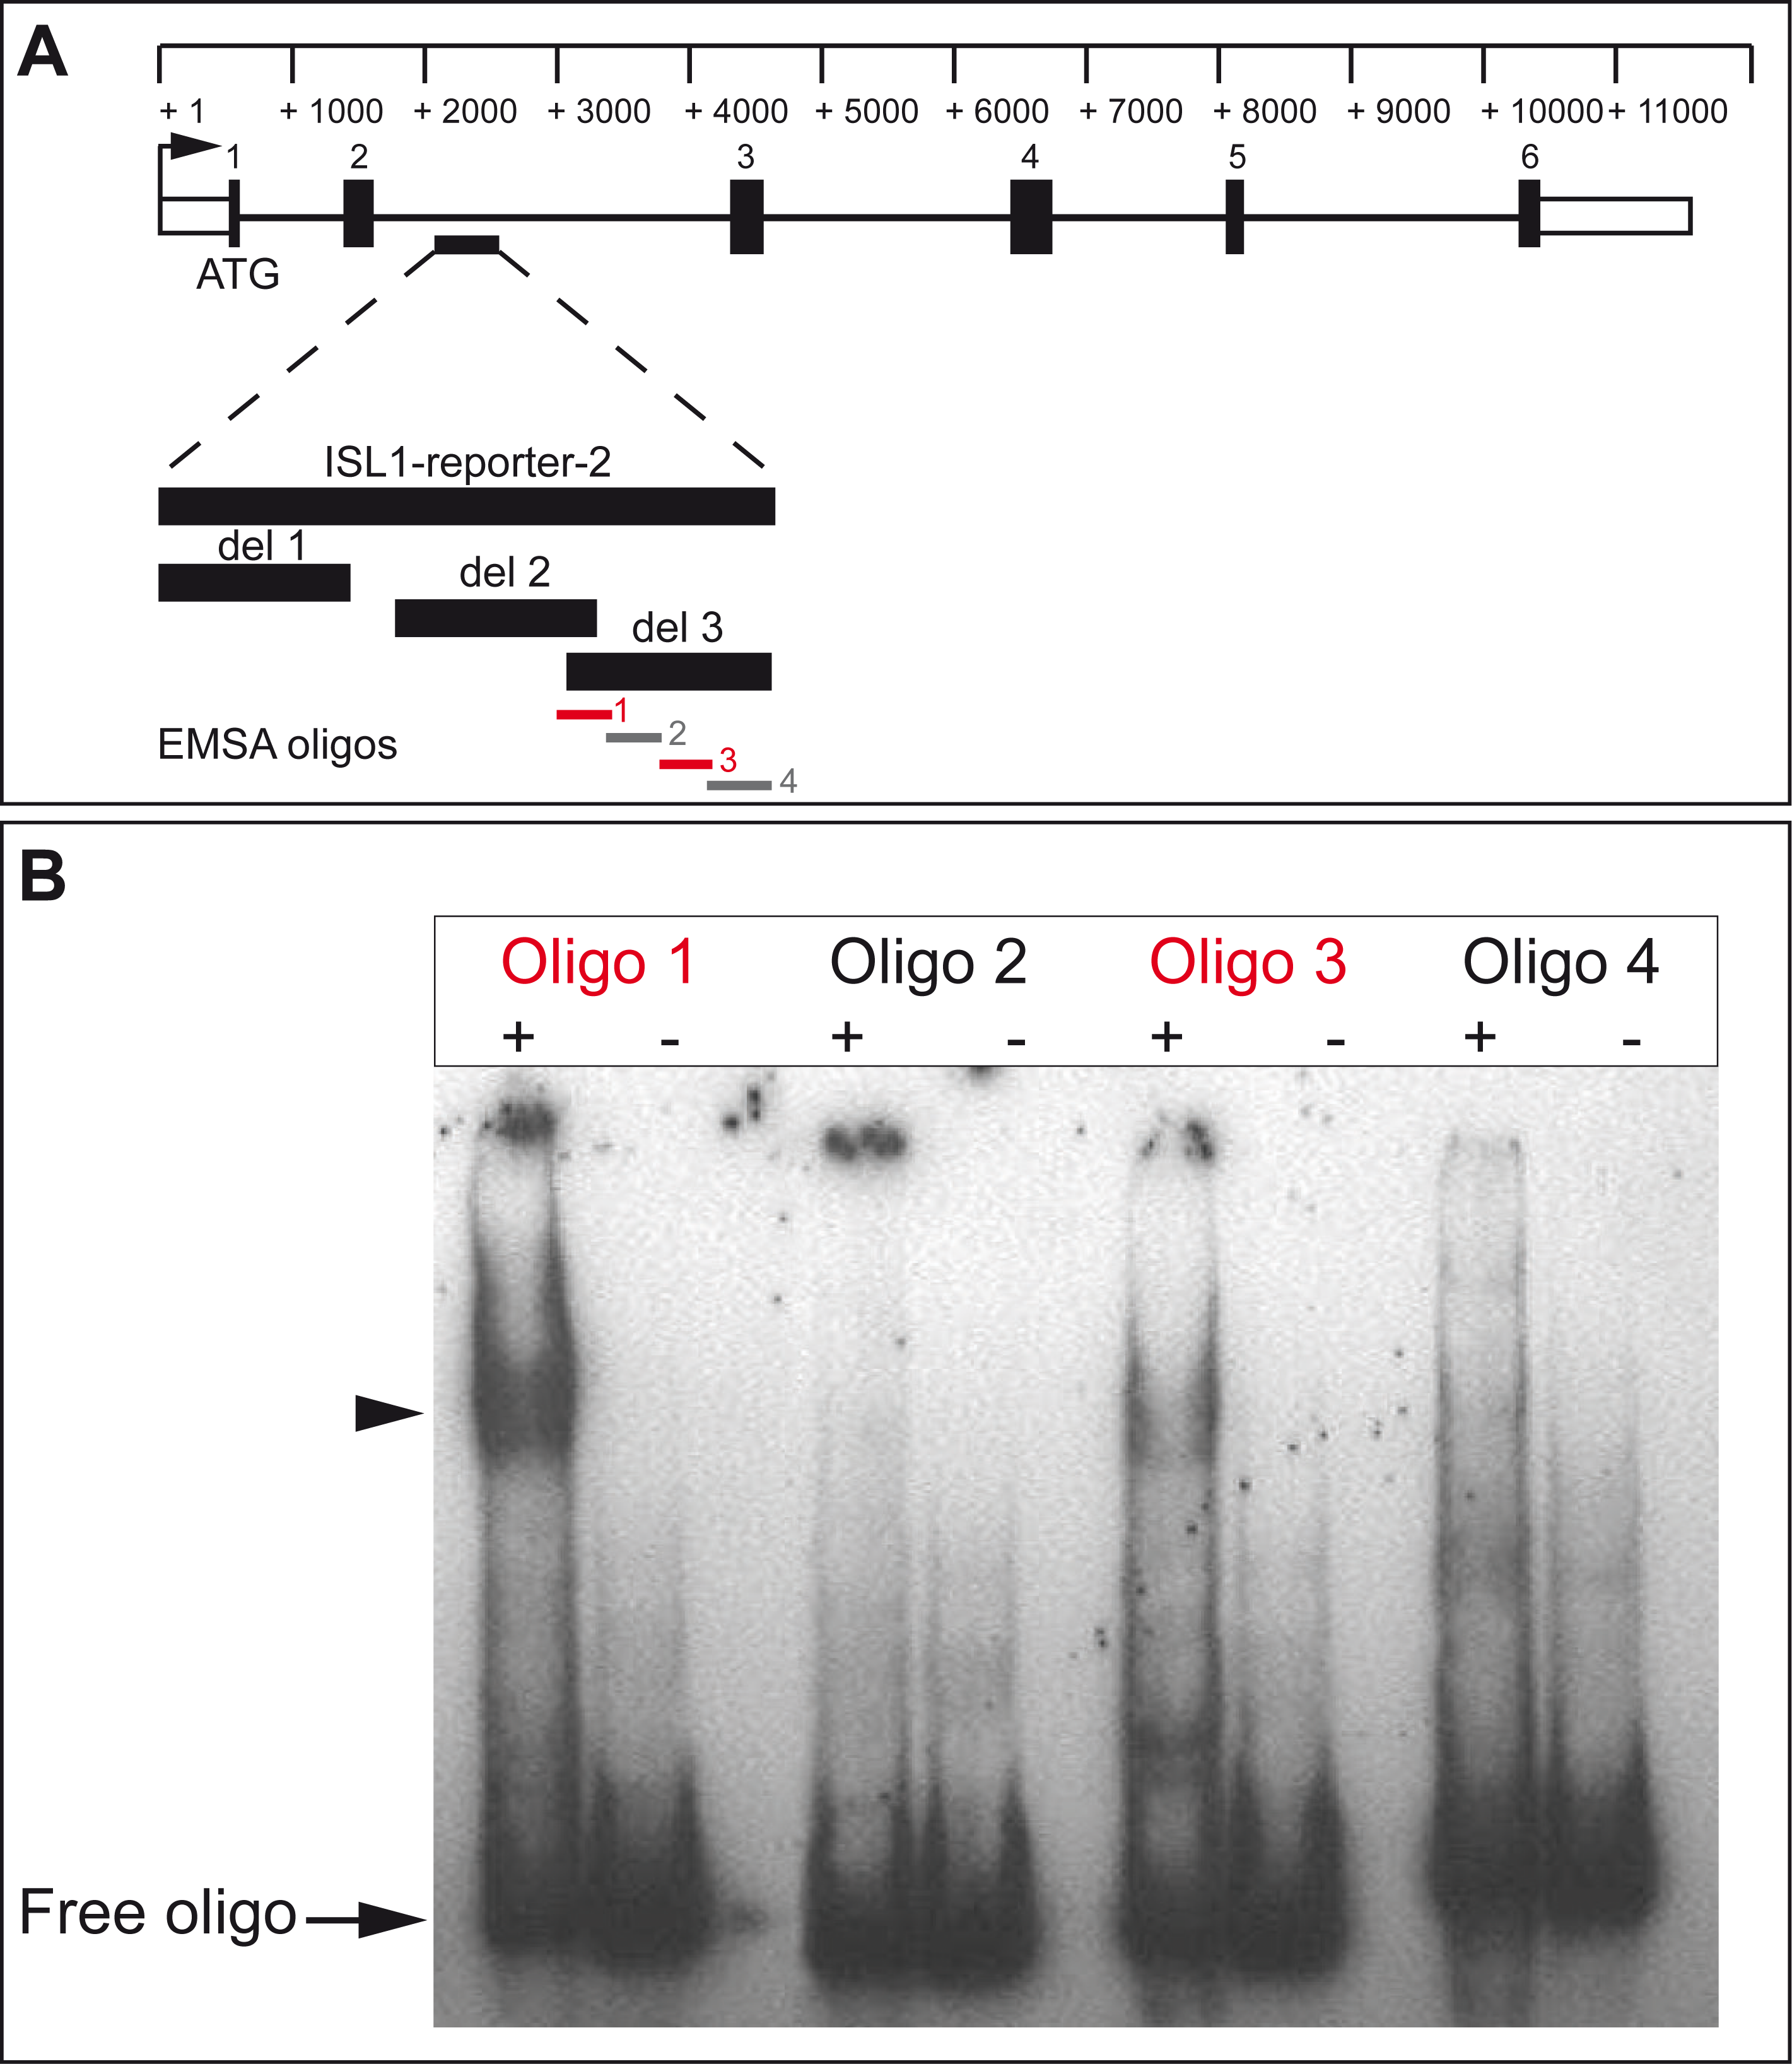

**Figure S3. Identification of SHOX2 binding sites within the *ISL1* gene. (A)** Schematic drawing showing the position of the probes generated for EMSA within the genomic region of *ISL1*. Boxes and lines represent exons and introns, respectively. EMSA probes to which SHOX2 binds are indicated in red. **(B)** EMSA was performed using 4 different radiolabeled double-stranded oligonucleotides to determine the specific binding site of SHOX2 within the *ISL1* gene. The 4 probes (1-4) generated for EMSA cover the sequence of *ISL1*-reporter-2del3 (A), the deletion construct with the highest activation in luciferase assays (Fig. 3B). Shifted bands were observed using Oligo1 (strong) and Oligo3 (weaker) (indicated by arrowhead; see also Fig. 3C).

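In an electrophoretic mobility shift assay (EMSA), a labelled double-stranded oligonucleotide runs more slowly through a gel when a protein binds it. The oligonucleotides are those of Table S1, and their listed forward strands are 58 bases long for Oligo1, Oligo2 and Oligo3 and 70 bases for Oligo4. Counted in the listed sequences, the palindrome AATT occurs 2 times in Oligo1 and 1 time in Oligo3, and it does not occur in Oligo2 or Oligo4. In the mutated form of Oligo1, 1 of its AATT sites is left and 1 CCGG is present, and in the mutated form of Oligo3 no AATT is left and 1 CCGG is present. The listed strands of Oligo3 differ in length, with 58 bases in the forward and 59 in the reverse strand.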

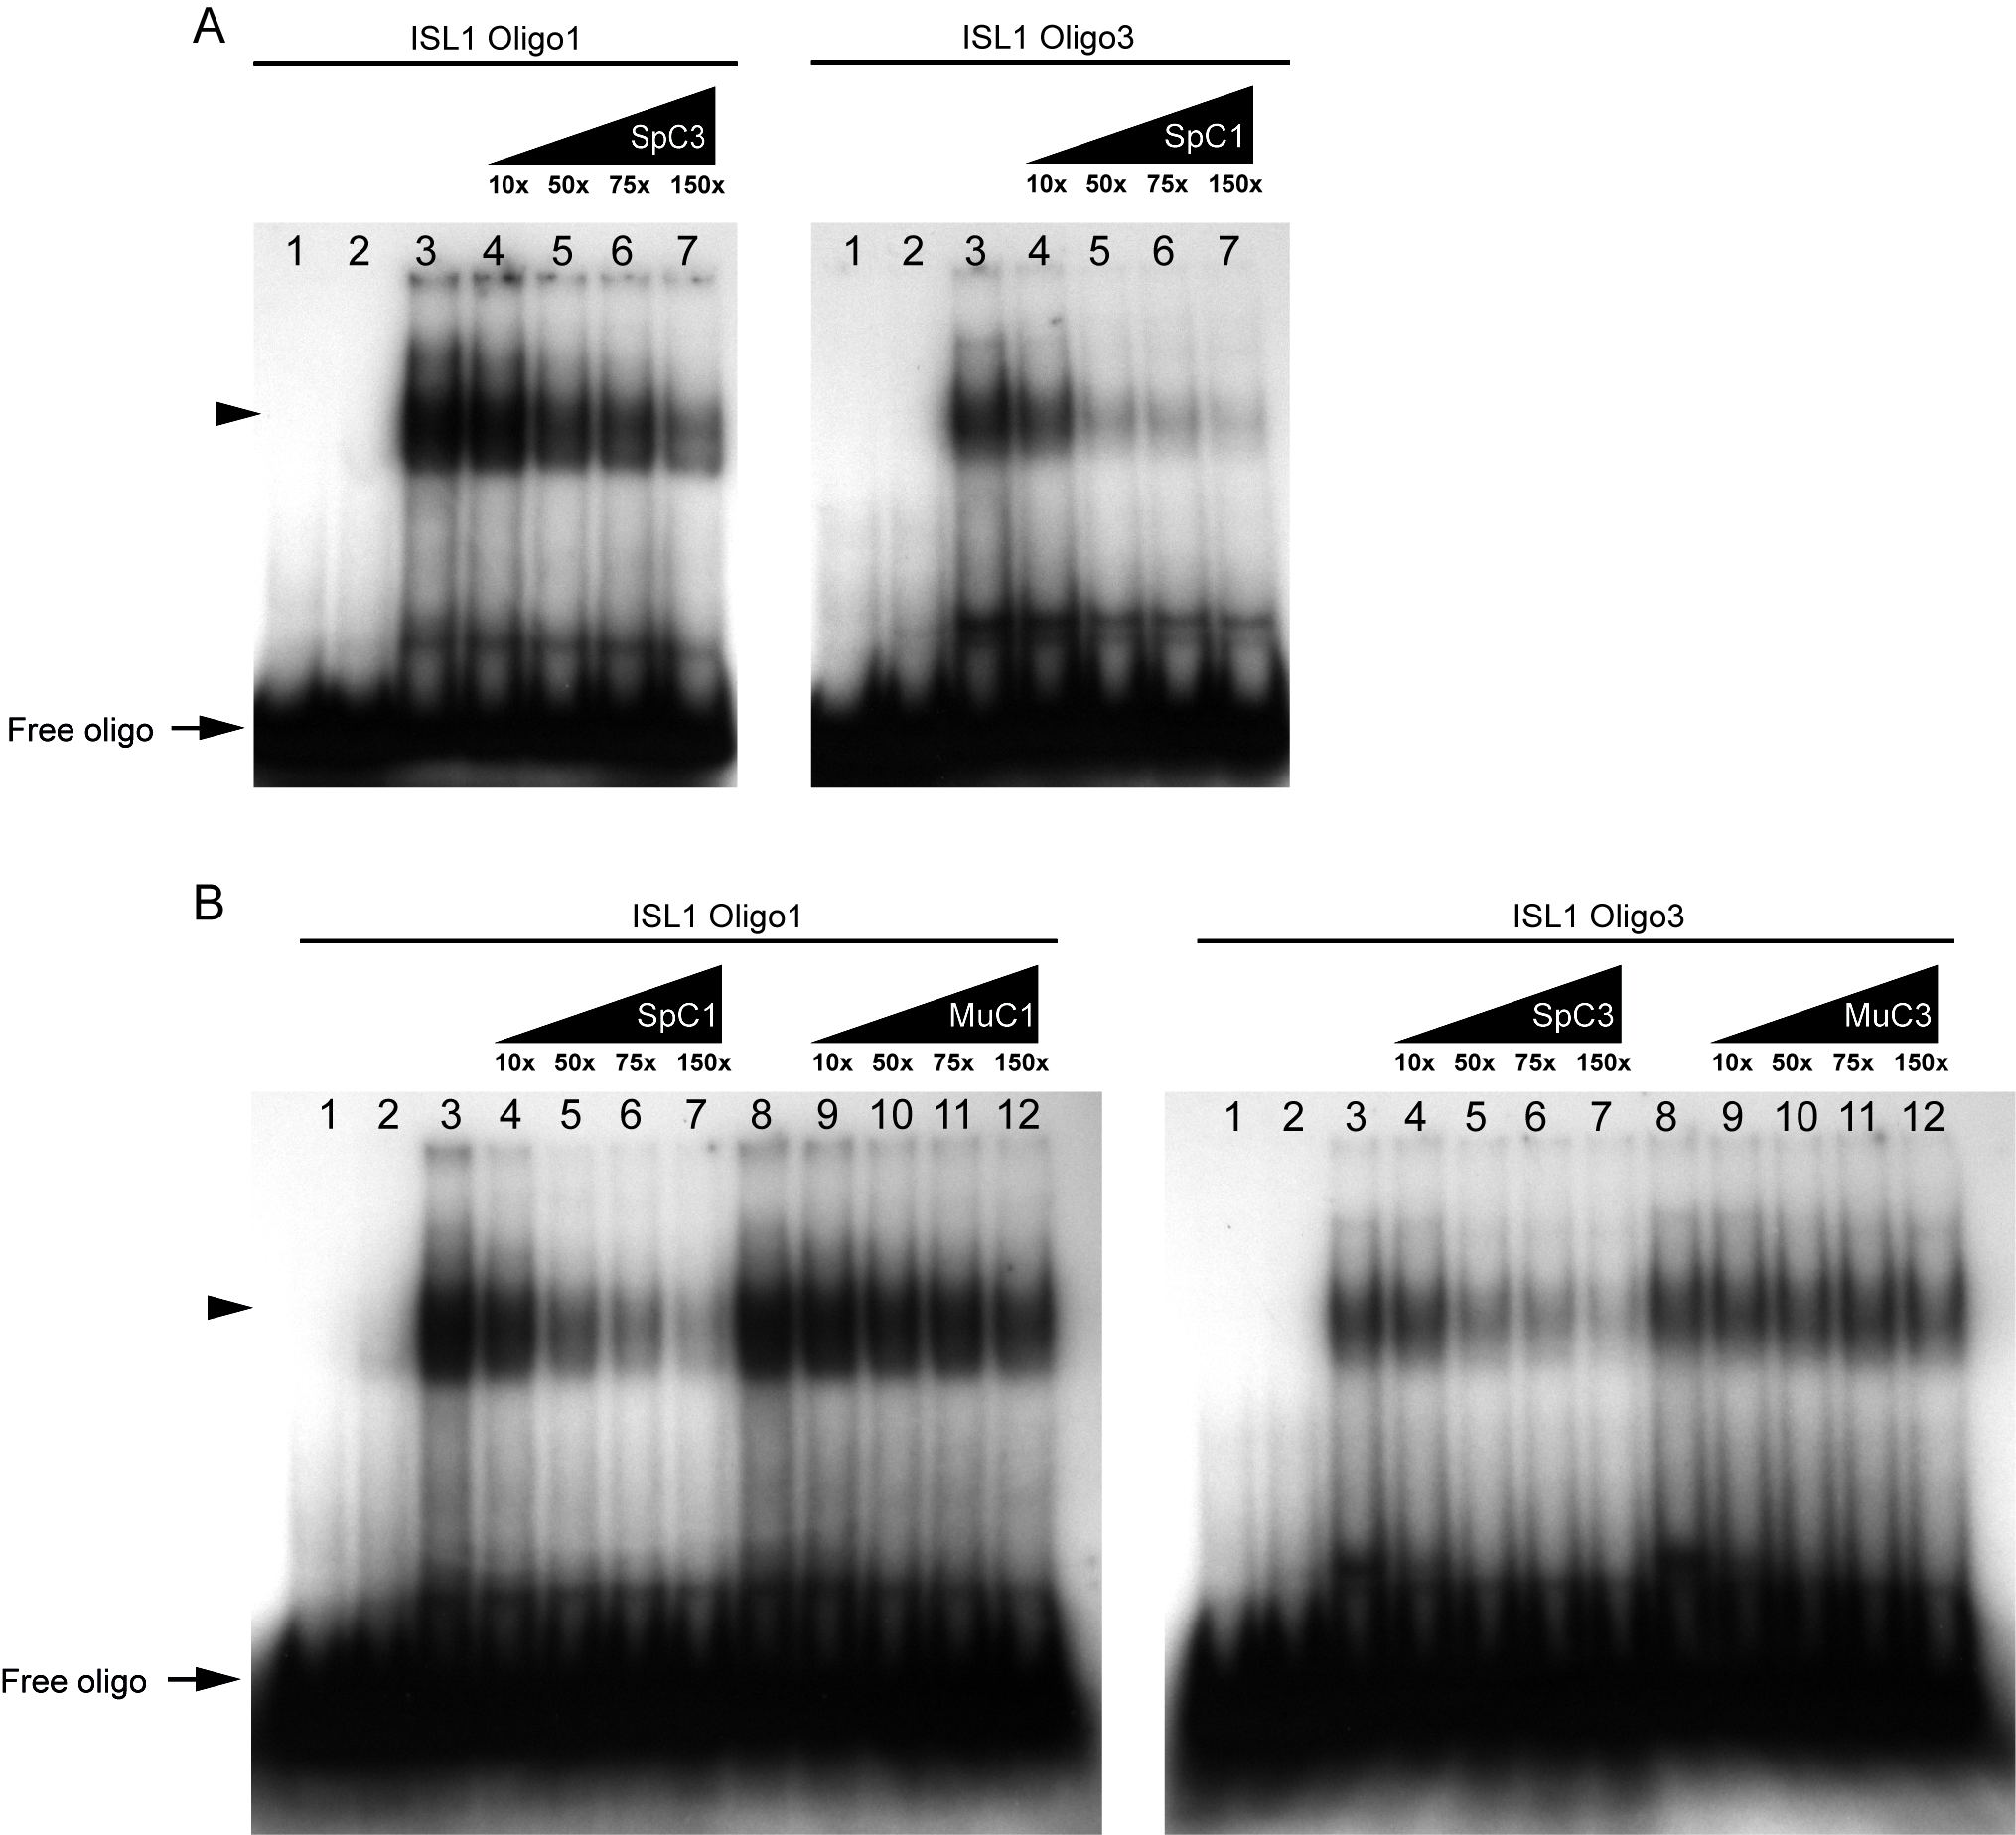

**Figure S4. Competitive Electrophoretic Mobility Shift Assays (EMSAs). (A)** Competition assay using radioactively labeled ISL1 Oligo1 together with unlabeled ISL1 Oligo3 (SpC3) as a specific competitor (left panel) and competition assay using radioactively labeled ISL1 Oligo3 together with unlabeled ISL1 Oligo1 (SpC1) as a specific competitor (right panel). Only high excess (150-fold) of unlabeled Oligo3 competitively inhibits binding of SHOX2 to ISL1 Oligo1 (left panel), whereas already a low molar excess (50-fold) of unlabeled Oligo1 (SpC1) affects the binding of SHOX2 to ISL1 Oligo3 (right panel). 1: free oligonucleotide (radioactively labeled Oligo); 2: GST alone; 3 GST-SHOX2; 4-7: 10-fold, 50-fold, 75-fold and 150-fold molar excess of specific competitor (non-radioactively labeled Oligo). Shifted band is marked by an arrowhead; free oligonucleotide is indicated by an arrow. **(B)** Competition assay using radioactively labeled ISL1 Oligo1 together with unlabeled ISL1 Oligo1 (SpC1) as a specific competitor and unlabeled mutated ISL1 Oligo1 (MuC1) as an unspecific competitor (left panel). Competition assay using radioactively labeled ISL1 Oligo3 together with unlabeled ISL1 Oligo3 (SpC3) as a specific competitor and unlabeled mutated ISL1 Oligo3 (MuC3) as an unspecific competitor (right panel). In both assays an excess of non-radioactively labeled oligonucleotide (SpC) reduces the DNA binding ability of SHOX2 (shifted band is marked by an arrowhead), whereas excess of a mutated oligonucleotide (MuC) does not affect DNA binding. Free oligonucleotide is indicated by an arrow. 1: free oligonucleotide; 2: GST alone; 3 GST-SHOX2; 4-7: 10-fold, 50-fold, 75-fold and 150-fold molar excess of SpC (non-radioactively labeled ISL1 Oligo); 8: GST-SHOX2; 9-12: 10-fold, 50-fold, 75-fold and 150-fold molar excess of mutated competitor; MuC (non-radioactively labeled mutated ISL1 Oligo).

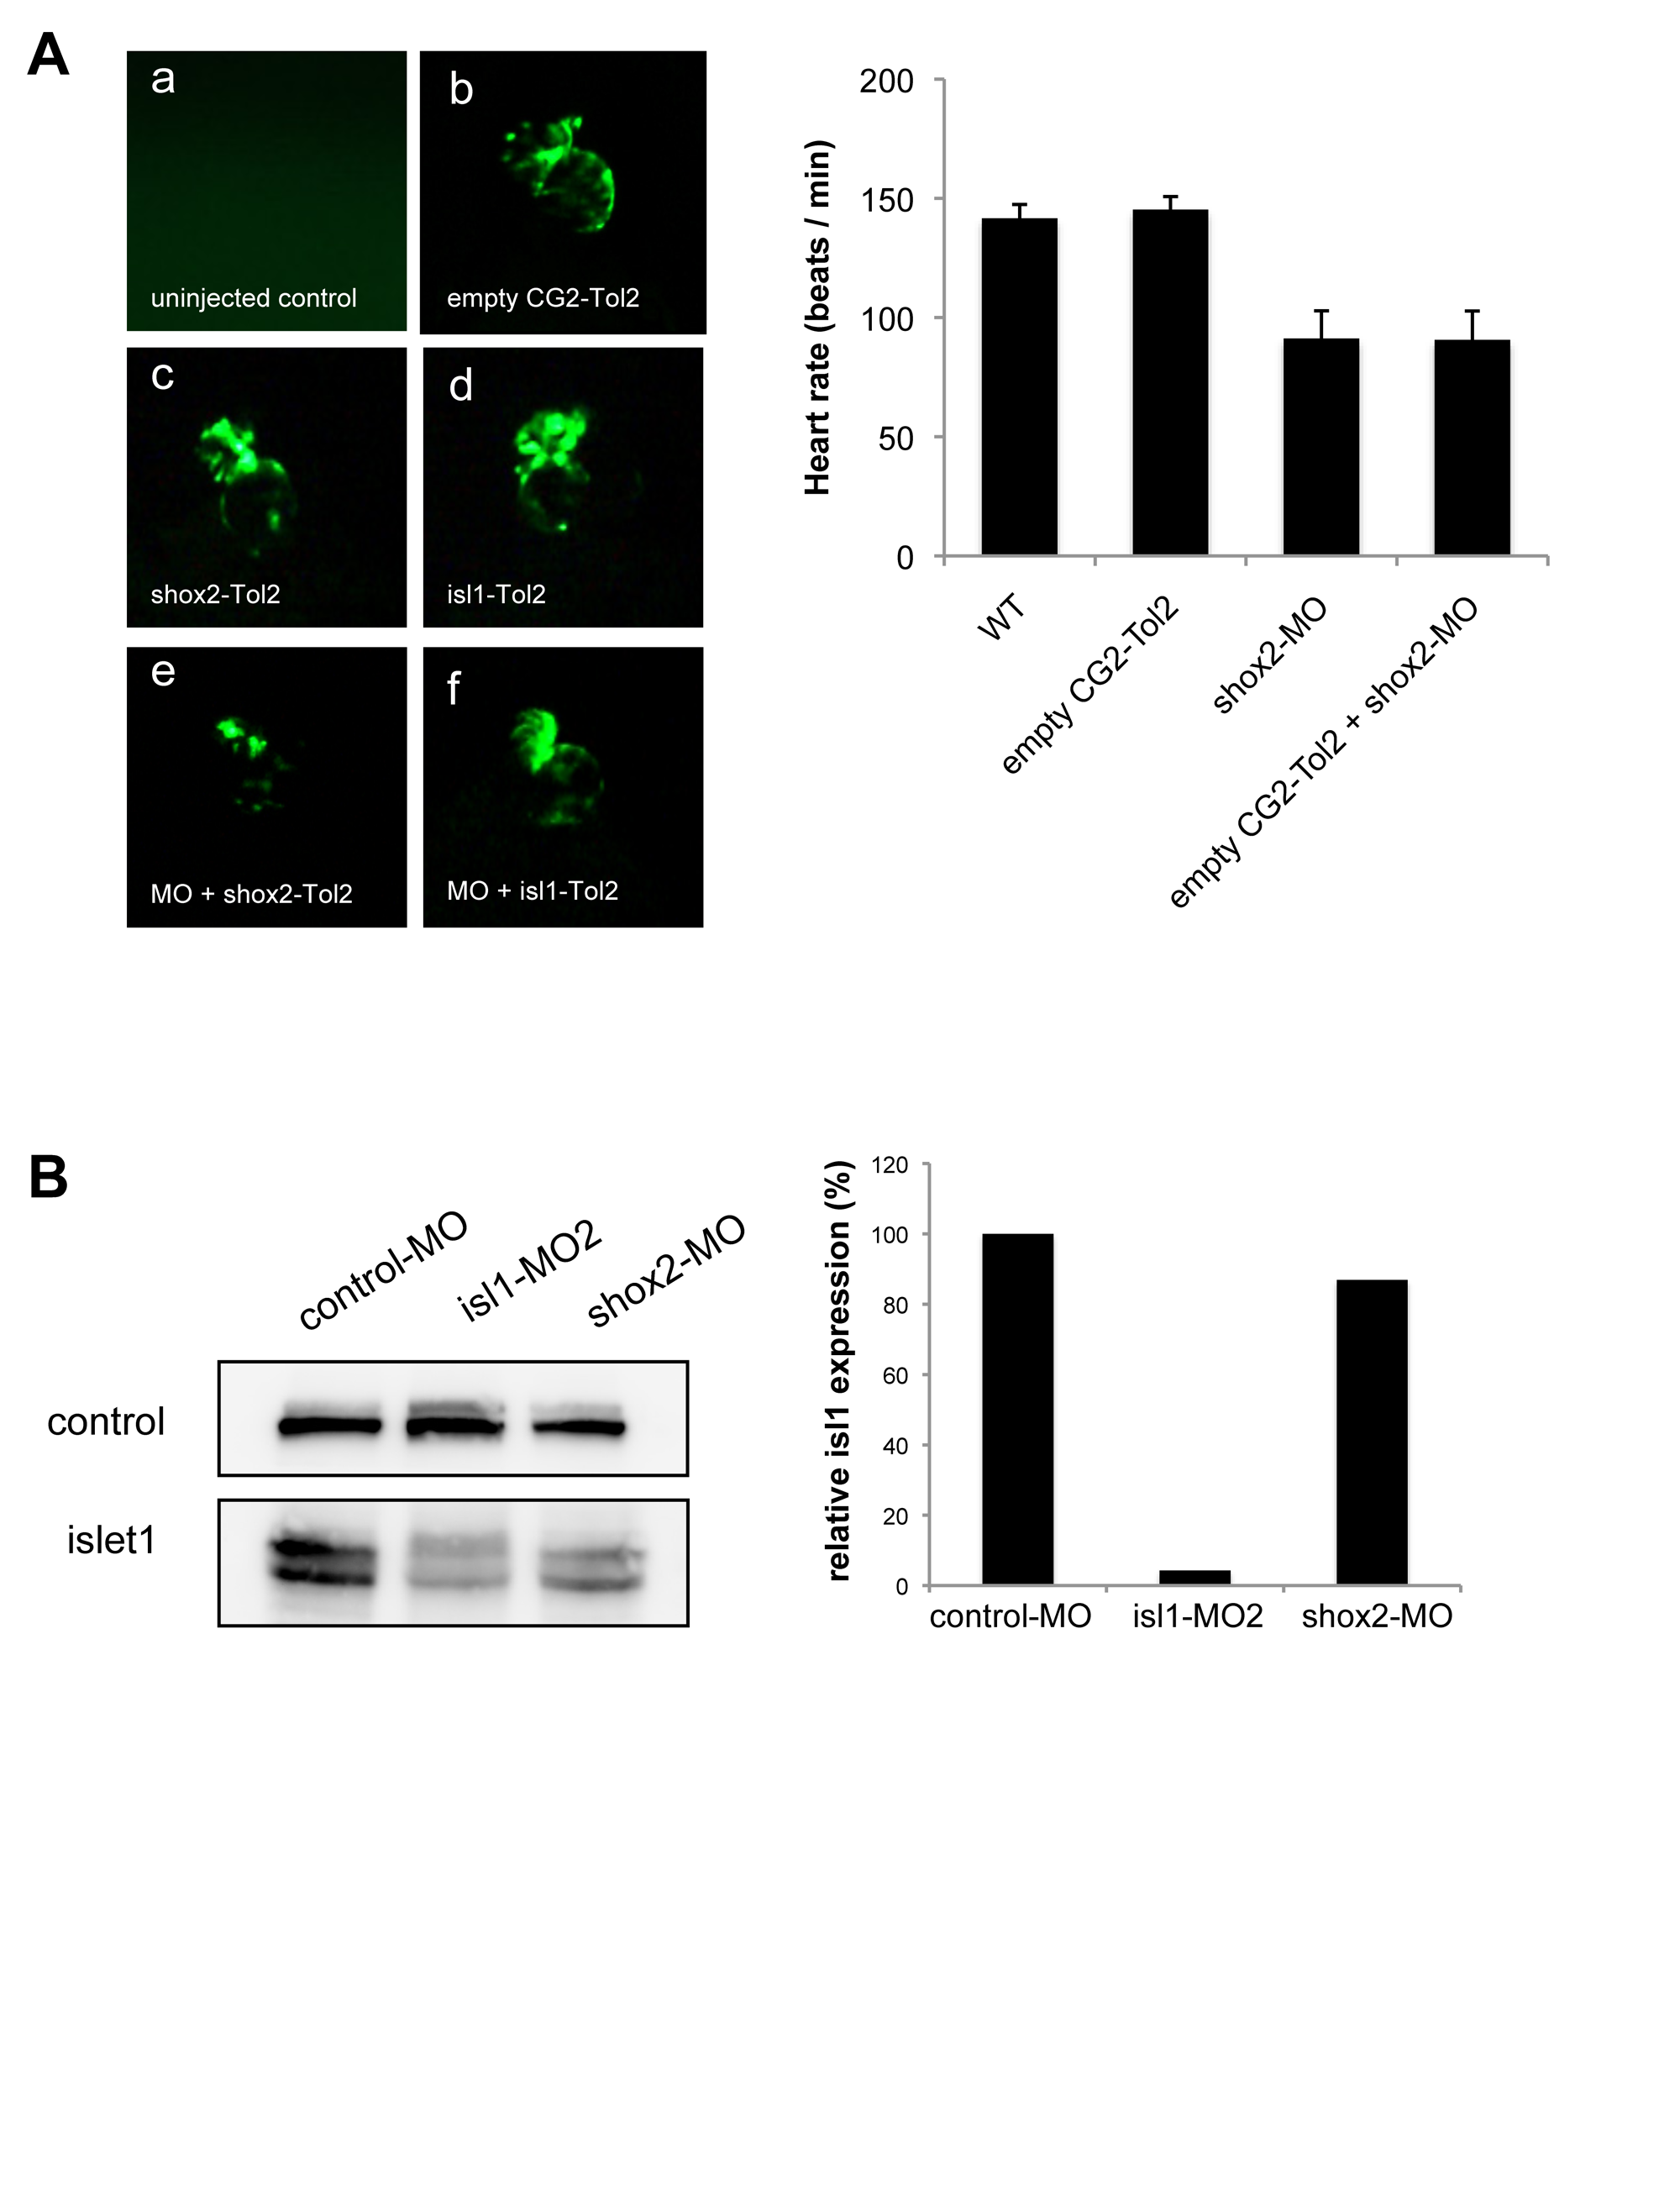

**Figure S5. (A)** Coinjection of *shox2* and *isl1* expression constructs together with *shox2*-MO into zebrafish embryos. Monitoring of cardiomyocyte-specific expression of *shox2* (c, e) and *isl1* (d, f) expression constructs via coexpression of GFP. The empty expression vector does not influence the heart rate of zebrafish embryos 72 hpf (right panel). **(B)** isl1 protein levels after *isl1*-MO2 and *shox2*-MO injection into zebrafish embryos 72 hpf. Western blot (left) using pan-Cadherin as control antibody (upper blot) and isl1 as specific antibody (lower blot) following quantitative analysis (right) indicate decreased levels of isl1 protein in *shox2*-MO injected embryos.

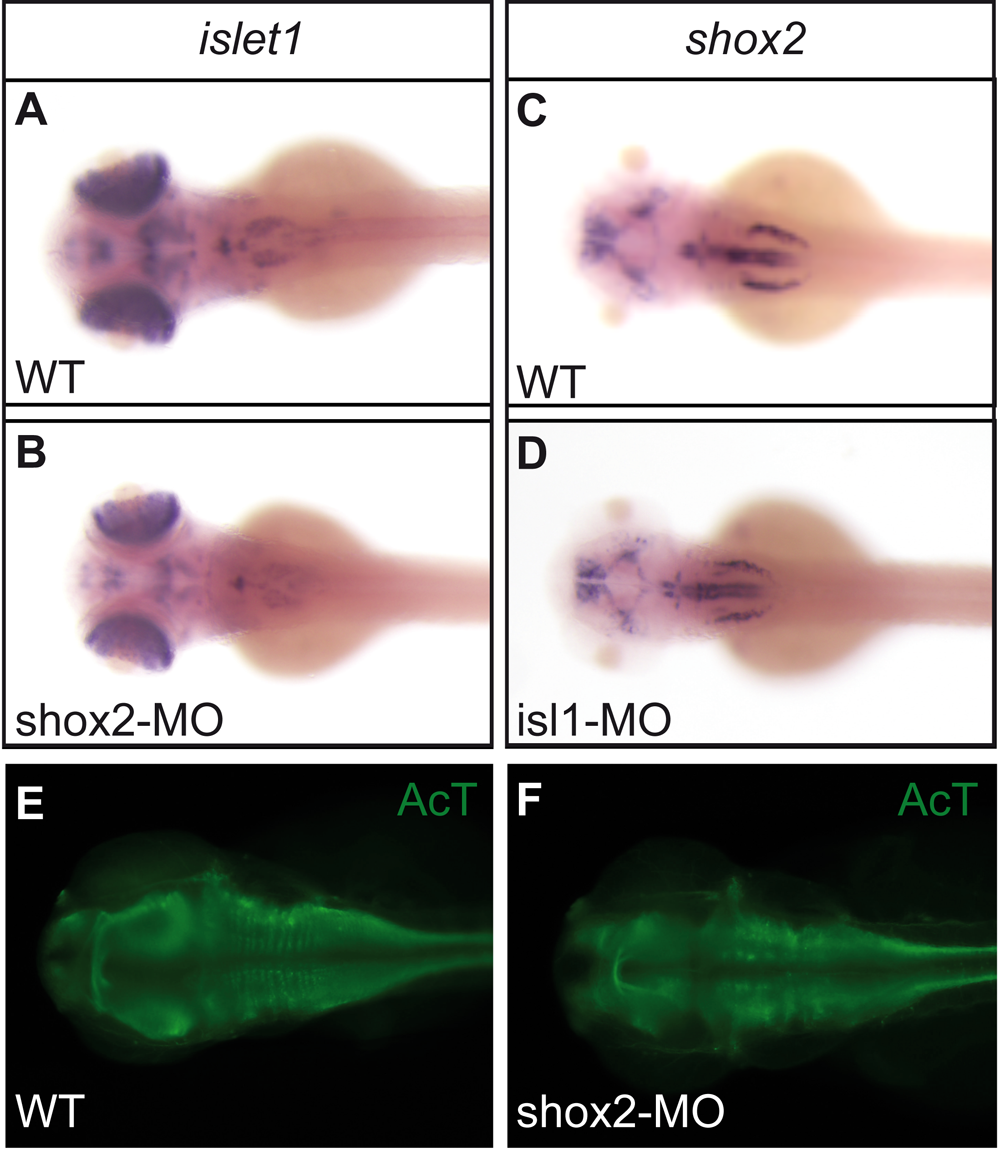

**Figure S6. Visualization of neuronal development in *shox2*-MO and *isl1*-MO injected zebrafish embryos.** Whole mount *in situ* hybridization on *shox2*-MO (B) and *isl1*-MO (D) injected zebrafish embryos 72h hpf using *islet1* (A, B) and *shox2* (C, D) RNA probes. The expression of both genes is the same in wildtype (WT) and morpholino (MO) injected embryos during neural development, indicating that *shox2* deficiency does not affect differentiation of isl1 positive neurons. Immunostaining of *shox2*-MO injected embryos using acetylated Tubulin (AcT) as neuronal marker (E, F) confirm normal neural development.

**Supplemental Tables**

| **Table S1.** Oligonucleotides | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Name** | **Sequence (5' - 3')** | | **T_M_ (°C)** | **Product size (bp)** | **Application** |
| mHprt1 qRT for | TCC TCC TCA GAC CGC TTT T | | 60 | 90 | qRT-PCR |
| mHprt1 qRT rev | CCT GGT TCA TCA TCG CTA ATC | |  |  |  |
| mSdha qRT for | Cat gcc agg gaa gat tac aaa | | 60 | 88 |  |
| mSdha qRT rev | Gtt ccc caa acg gct tct | |  |  |  |
| mShox2 qRT for | ACC AAT TTT ACC CTG GAA CAA C | | 60 | 141 |  |
| mShox2 qRT rev | TCG ATT TTG AAA CCA AAC CTG | |  |  |  |
| mIsl1 qRT for | gca acc caa cga caa aac taa | | 60 | 78 |  |
| mIsl1 qRT rev | cca tca tgt ctc tcc gga ct | |  |  |  |
| mIsl1 for | CAG CAA GAA CGA CTT CGT GA | | 60 | 720 | Cloning |
| mIsl1 rev | GGA CTG GCT ACC ATG CTG TT | |  |  |  |
| hISL1 Luc1 for | ggg ggt acc ctg gtt tga agg agg atg ga | | 60 | 4553 |  |
| hISL1 Luc1 rev | ccc gct agc AGC TGT GGC TAA GTG GGA AA | |  |  |  |
| hISL1 Luc2 for | ggg ggt acc tgg tgg cat caa tgc aat ag | | 60 | 529 |  |
| hISL1 Luc2 rev | ccc gct agc ggc ttt cta agg cag aaa aca a | |  |  |  |
| hISL1 Luc3 for | ggg ggt acc gga gcc tcc tct caa tct cc | | 60 | 4553 |  |
| hISL1 Luc3 rev | ccc gct agc aaa gcc aca tgg gat ttt aca | |  |  |  |
| hISL1 Luc4 for | ggg gag ctc cct ttg aaa caa ggt ttc tgg | | 60 | 3435 |  |
| hISL1 Luc4 rev | ccc gct agc cct tta aaa gtt aat tcc cac ca | |  |  |  |
| hISL1 Luc5 for | ggg ggt acc tgg tta tgt gcc taa cgt ggt | | 60 | 601 |  |
| hISL1 Luc5 rev | ccc gct agc cga gaa tat gag taa tta aaa tca gca | |  |  |  |
| hISL1 Luc2 del1 for | ggg ggt acc tgg tgg cat caa tgc aat ag | | 60 | 153 |  |
| hISL1 Luc2 del1 rev | ccc gct agc tcc aag gaa tat tta ggt tgg ttt | |  |  |  |
| hISL1 Luc2 del2 for | ggg ggt acc aac cct ttg gtg aca tct aac tg | | 60 | 177 |  |
| hISL1 Luc2 del2 rev | ccc gct agc ttt gga caa ttc gct cat tt | |  |  |  |
| hISL1 Luc2 del3 for | ggg ggt acc gag cga att gtc caa att ga | | 60 | 184 |  |
| hISL1 Luc2 del3 rev | ccc gct agc ggc ttt cta agg cag aaa aca a | |  |  |  |
| ISL1 EMSA for1 | Oligo1 | ggg ggt aac tga taa aat gag cga att gtc caa att gac aag act gaa aca aca tag g | | | EMSA |
| ISL1 EMSA rev1 |  | ggg cct atg ttg ttt cag tct tgt caa ttt gga caa ttc gct cat ttt atc agt tac c | | |  |
| ISL1 EMSA for2 | Oligo2 | ggg ctg aaa caa cat agg aac ttt ctg agt ttg gtt ttg ttg ttt tgg aga gtt ttt g | | |  |
| ISL1 EMSA rev2 |  | ggg caa aaa ctc tcc aaa aca aca aaa cca aac tca gaa agt tcc tat gtt gtt tca g | | |  |
| ISL1 EMSA for3 | Oligo3 | ggg gga gag ttt tgt ttt ttt ttt cct cca att tat tct gca aca cgt ttt gct aat c | | |  |
| ISL1 EMSA rev3 |  | ggg gat tag caa aac gtg ttg cag aat aaa ttg gag gaa aaa aaa aac aaa aac tct cc | | |  |
| ISL1 EMSA for4 | Oligo4 | ggg gct aat ctc aag ttt cct ctg act tgt gtg tat gta tca gaa act ttg ttt tct gcc tta gaa agc c | | |  |
| ISL1 EMSA rev4 |  | ggg ggc ttt cta agg cag aaa aca aag ttt ctg ata cat aca cac aag tca gag gaa act tga gat tag c | | |  |
| ISL1 EMSA for1 mut | Oligo1 mut | ggg ggt aac tga taa aat gag cga att gtc cac cgg gac aag act gaa aca aca tag g | | |  |
| ISL1 EMSA rev1 mut |  | ggg cct atg ttg ttt cag tct tgt ccc ggt gga caa ttc gct cat ttt atc agt tac c | | |  |
| ISL1 EMSA for3 mut | Oligo3 mut | ggg gga gag ttt ttg ttt ttt ttt tcc tcc ccg gta ttc tgc aac acg ttt tgc taa tc | | |  |
| ISL1 EMSA rev3 mut |  | ggg gat tag caa aac gtg ttg cag aat acc ggg gag gaa aaa aaa aac aaa aac tct cc | | |  |

**Supplemental References**

1. Blaschke RJ, Monaghan AP, Schiller S, Schechinger B, Rao E, Padilla-Nash H, Ried T, Rappold G (1998) SHOT, a SHOX-related homeobox gene, is implicated in craniofacial, brain, heart, and limb development. Proc Natl Acad Sci USA 95:2406-2411 doi:10.1073/pnas.95.5.2406

2. Kang J, Nathan E, Xu SM, Tzahor E, Black BL (2009) Isl1 is a direct transcriptional target of Forkhead transcription factors in second-heart-field-derived mesoderm. Dev Biol 334:513-522 doi:10.1016/j.ydbio.2009.06.041

3. Kappen C, Salbaum JM (2009) Identification of regulatory elements in the Isl1 gene locus. Int J Dev Biol 53:935-946 doi:10.1387/ijdb.082819ck

4. Kwan KM, Fujimoto E, Grabher C, Mangum BD, Hardy ME, Campbell DS, Parant JM, Yost HJ, Kanki JP, Chien CB (2007) The Tol2kit: a multisite gateway-based construction kit for Tol2 transposon transgenesis constructs. Dev Dyn 236:3088-3099 doi:10.1002/dvdy.21343

How the deposited data were processed for this re-analysis (not part of the article)

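Gene expression was compared between right atria of wildtype and Shox2−/− mouse embryos at E11.5, with 1 array for each genotype and each array hybridized with RNA of 1 pool of 6 right atria from 2 pregnancies. The authors used GeneChip Mouse Gene 1.0 ST arrays, log transformed and quantile normalized the perfect-match values and fitted log-linear models with probe and genotype in JMP Genomics 4.0, and the deposited log2 values are 1 per gene and array. Probes were grouped by the authors with a custom CDF of version 14 into Entrez genes, and background correction and the genome build are not given in the sources used here, so that no coordinates are given. The log base was taken from the values, which run from 5.09 to 13.6, and from the paper's ratios, which are in log2. Scanner files were not used here. A P from probe-level values, as the paper used it, was not computed.
From the deposited values, the ratio of each gene was computed as the Shox2−/− value minus the wildtype value. Of 21225 probe sets, 20239 had 1 gene symbol in the platform's annotation, none had several, and 986 had none in the table used here and were counted but not named. Symbols were updated through Entrez identifiers from the RefSeq annotation of GRCm38.p6 where it held them, which was used for names and gene types only. Genes were counted at the paper's size thresholds of 0.35 and −0.4. Signal over background was described with olfactory and vomeronasal receptor genes, whose 95th percentile was 6.77 on the wildtype array, 6.97 on the Shox2−/− array and 6.87 for the mean of both. Because there is 1 array per genotype, no test, error or p-value across genes was computed, and the spread between animals is not known.
Before the data were examined, 27 gene lists, 16 gene families defined by symbols, the size thresholds, the alternatives and the rule for naming genes were fixed. Named are the genes the paper names that had a symbol here, the 12 most lowered and 12 most raised genes whose higher value lay above the receptor level of its array (leaving out predicted genes, pseudogenes and small RNA genes), the 8 most lowered and 5 most raised transcription factors on the same terms, the members of a described list that are past a threshold or have its 2 to 4 largest ratios, and Xist with the Y-linked genes as a check of the sex mix. A few further members of lists are named as examples of levels and were chosen after their values were seen. The median ratio of each list, without Shox2 and Isl1, was placed among 10000 random lists of the same size drawn from the same 20 bins of mean level. The bootstrap 95% interval of a median was drawn 10000 times over list members, and it describes the list and not the spread between embryos. A list was set apart when its median was at or below the 1st or at or above the 99th percentile. The random lists were tested on simulated ratios of 21225 genes, with 500 random lists for each simulated list, where 1 of 100 lists of 15 genes with no shift was set apart and 100 of 100 lists lowered by 0.5 were. The simulated ratios were independent between genes. Genes of a tissue or pathway list can vary together, so this rate does not carry over to the lists used here. For 4 families, 2000 random gene sets of matched level were drawn.
The alternatives were centring on the array medians, removal of a lowess trend of the ratio on the mean level (span 0.3, 3 iterations), restriction to genes above the receptor level or above the median level, thresholds of 0.4 both ways and of a 2-fold change, 1 value per symbol, other matching of random lists, and zinc finger genes counted as transcription factors. The trend removed together with the restriction to genes above the receptor level was added after the data had been seen, as were a second list of liver genes and a list of X-linked genes that escape inactivation. The oligonucleotides of Table S1 were counted for AATT and CCGG from the text of the supplement. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.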

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

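The results below concern gene lists that the paper does not discuss as groups, although it names Tbx18 of the epicardium list and Bmp4 of the Bmp signalling list, and the gene Xist, which it does not discuss. The lists stand apart from random lists of matched level on these 2 arrays, and Xist had the lowest ratio of all genes. Standing apart was common. Of 26 lists, 4 were at or below the 1st and 8 at or above the 99th percentile as deposited, and 5 and 10 with the trend removed. The tests of circulating blood, of a bias between the arrays for the liver genes and of an equal sex mix were chosen after the results were seen.
The 10 liver genes had a median ratio of −0.93, with a bootstrap 95% interval over members of −1.25 to −0.63. A level-dependent bias between the arrays is argued against by the median of −0.84 that was left after the trend was removed. More circulating blood in the wildtype pool as the whole cause was taken to lower erythroid genes at least as far as liver genes. The liver median minus the erythroid median was −0.46 (bootstrap 95% interval −0.84 to −0.17, or −0.78 to −0.15 without globin genes). Both medians were known when this comparison was chosen, so that its sign was already fixed and it cannot decide about blood. The adult globin genes Hbb-b1 (−1.52) and Hbb-bs (−1.09) fell by more than the liver median, while 3 embryonic globin genes had a mean ratio of −0.17. The globin genes thus do not move together and do not decide about blood either. Liver tissue in the wildtype pool stays open and passed a test written before its values were seen, in which a second list of 16 liver genes had a median of −0.18 (bootstrap 95% interval −0.32 to −0.00037), below all random lists of matched level; no gene of either list is in another list, 10 of 10 and 11 of 16 lay above the receptor level on the wildtype array and 7 and 8 on the Shox2−/− array, and Alb reached 10.93 and Afp 10.23 on the wildtype array. On the Shox2−/− array Alb (9.43) and Afp (9.01) also lay above the receptor level. Carry-over of neighbouring liver tissue may have differed between the dissections, but the second list cannot tell it from any other cause that lowers liver transcripts. An effect of the genotype was not tested, since with 1 pool per genotype it is confounded with the dissection.
Xist had a ratio of −3.53, the lowest on the arrays, with the Shox2−/− value below the level of receptor genes. Fewer female embryos in the Shox2−/− pool would lower X-linked genes that escape inactivation, and the median of Kdm6a, Kdm5c and Ddx3x, a test written before their values were seen, was −0.20 with the trend removed, below all but 3.15% of random lists. The Y-linked genes Kdm5d (0.23), Uty (0.14) and Eif2s3y (0.12) were higher. Loss of Xist from female cells with an equal sex mix cannot be told apart from this by the Y-linked genes alone, whose median of 0.22 with the trend removed lay at percentile 98.4, since only 3 genes were measured. A different sex mix of the 2 pools is a candidate explanation, and an effect of the genotype on Xist was not tested.
The 14 erythroid genes had a median of −0.47, and the embryonic globin genes Hba-x (−0.21), Hbb-y (−0.18) and Hbb-bh1 (−0.12), at values of 12.75 and more, were nearer to 0 than the adult ones. The largest wildtype value was 13.59, and whether signal near the top of the range held these ratios near 0 was not tested. Foregut and lung epithelium had a median of −0.30, below all random lists. Of 25 cell cycle genes, 25 had a ratio below 0 as deposited and 23 with the trend removed, with a median of −0.19 (−0.11 with the trend removed) and the lowest ratios for Ccne2 (−0.35) and Cenpe (−0.33), and none was past the threshold. The 17 genes of hypoxia and glycolysis had a median of 0.20, and Pfkp (0.45), Bnip3 (0.41), Hk2 (0.40), Pfkl (0.39) and Pdk1 (0.36) were past the upper threshold. Cushion and valve mesenchyme had a median of 0.21, with Prrx1 and Msx2 as its most raised members. The epicardium list had a median of 0.15, with Krt19 (0.45) past the threshold and Lrrn4 at 0.21. The Bmp signalling list had a median of 0.099, with Grem1 at 0.44 and Bmp2 at −0.50, and did not stand apart from unmatched lists (percentile 94.5). The sarcomere list had a median of 0.054, or 0.13 with the trend removed, with Ttn (0.43) and Ldb3 (0.40) past the threshold, and did not stand apart from unmatched lists (percentile 75.6).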

How the results depend on the processing

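1 alternative, the trend removed together with the restriction to genes above the receptor level, was chosen after seeing the data, and it kept the counts and the share of lower genes within their limits. No paired analysis was possible because there is 1 array per genotype, and no replicate could be left out. The choice among several probe sets of a gene could not be run, since each gene had 1 value. The ranks of Shox2 (14 to 19) and Isl1 (269 to 341) moved by less than 1.5 times under removal of the trend and under both restrictions on level. Under the restrictions they were counted among 14588 genes (Isl1 at 316) and 10612 genes (Isl1 at 269) instead of 21225. Leaving out genes can only lower a rank, so the restricted ranks do not show stability. The ratios of Shox2, Isl1 and the 50 other named genes moved by less than the spread of the 500 genes of nearest level under centring and removal of the trend, although Tbx5, Gja5 and Sdha, near 0, changed sign with the trend removed. The median ratio in 10 bins of level ran only from −0.089 to 0.115, and the smallest of these spreads was 0.120 (Vmn2r25). This outcome was therefore nearly fixed beforehand and is a weak check. Centring shifted all ratios by only 0.0038 and moved no count or median past its limit. By construction it cannot change a percentile, and 1 value per symbol only left out the 986 genes without a symbol, so that neither is a strong check. With the trend removed Nkx2-5, Myh7, Mybpc3 (0.40), Id1 (0.38), Gas1, Ldha (0.38), Ahsg (−0.47) and Fga (−0.48) came to lie past a threshold, Tal1 (−0.38), Tfrc, Hemgn (−0.35), Wnt2, Ptch1 and Lmod1 no longer did, and with centring Scx (0.350) fell just below it. Genes higher numbered 89 above the median level, 132 at the symmetric threshold and 2 at the 2-fold threshold, and 14 were lower at the latter. The percent of lower genes was 68.2 above the receptor level, 76.9 above the median level, 74.1 at the symmetric and 87.5 at the 2-fold threshold, where fewer genes entered by construction. With the trend removed, list medians moved to 0.13 (sarcomere), 0.10 (endothelium), −0.11 (cell cycle), 0.095 (calcium handling) and 0.22 (Y-linked). By over 1.5 times, but within their intervals, moved also those of the lists for the sinoatrial node (0.096), working atrial (0.097) and ventricular myocardium (0.14), smooth muscle (0.11), macrophages (−0.071), reference genes (−0.052) and immediate early genes (0.0027), and the neural list changed sign (−0.028). Percentiles crossed the 99th or 1st with the trend removed for working atrial myocardium (98.98), ventricular myocardium (99.5), endothelium (98.8), calcium handling (99.2), Wnt (99.6), Notch (99.01) and hedgehog signalling (0.02). Against unmatched lists they did so for working atrial myocardium (70.4), sarcomere (75.6), outflow tract (98.99), endothelium (65.2), Bmp (94.5) and hedgehog signalling (0.09), and above the receptor level for Notch signalling (99.02). Apart from construction, the cause was not tested. The liver, erythroid, foregut and cell cycle lists stayed at or below the 1st percentile under each alternative run.
Family numbers past a threshold above the median level were 23 for transcription factors, 7 for homeobox genes, 9 for zinc finger genes, 7 for cytokines, 3 for CD antigens, 14 for small RNA genes, 1 for protocadherins, 3 for receptors, 3 for keratins and 0 for defensins. With the trend removed they were 3 for CD antigens, 1 for collagens, 2 for channels, 0 for histones, 17 for receptors and 1 for defensins. Above the receptor level they were 1 for protocadherins and 9 for receptors, and at the symmetric threshold 6 for cytokines, 21 for receptors and 1 for defensins. At the 2-fold threshold they were 1 for zinc finger genes, 1 for cytokines, 1 for ribosomal proteins and 0 for transcription factors and the other families that moved. With zinc finger genes added, transcription factors past a threshold numbered 55. Signal over background limits the low genes, since 14588 of 21225 genes lay above the receptor level.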

Differences from the paper's values

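The paper reports 80 upregulated genes, and 240 genes had a ratio of at least 0.35 here, where the paper's further criterion of P ≤ 0.0001 could not be applied to 1 value per gene and array. Of the alternatives set before the data were examined, the restriction to genes above the median level (89 genes) came within 1.5 times of the paper's number, and centring (223), removal of the trend (202), genes above the receptor level (163), the symmetric threshold (132), the 2-fold threshold (2) and 1 value per symbol (221) did not.
The paper reports 241 downregulated genes, and 377 had a ratio of −0.4 or less here, without that criterion. Removal of the trend (318), genes above the receptor level (349), the restriction to genes above the median level (297) and 1 value per symbol (358) came within 1.5 times of the paper's number, and centring (386), the symmetric threshold (377) and the 2-fold threshold (14) did not. For both directions together the paper reports 321 genes and 617 were found here. The restriction to genes above the median level (386) came within 1.5 times of the paper's total, and centring (609), removal of the trend (520), genes above the receptor level (512), the symmetric threshold (509), the 2-fold threshold (16) and 1 value per symbol (579) did not. Removal of the trend together with the restriction to genes above the receptor level, chosen after seeing the values, gave 180 higher and 259 lower genes, 439 in all; how many of the paper's own called genes it drops is not known here, as that list was not used.
The paper states that transcription factors were the most frequent family among its genes by GSEA. Among the families rebuilt here from symbols, without the criterion on P, 36 transcription factors were past a threshold, more than in every other family except the olfactory and vomeronasal receptors with 38. With the trend removed the numbers were 30 and 17, and transcription factors were then the most frequent, before 27 small RNA genes and 24 zinc finger genes. As a share of the family they were not the highest, with 4.64% of transcription factors against 8.94% of small RNA genes and 5.83% of zinc finger genes.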

Other observations

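Of 13 genes of hedgehog signalling, which patterns the gut, lung and dorsal mesenchyme, 8 had a ratio below 0 and 5 above it in the Shox2−/− pool. Of these, 3 were at or below −0.4, namely Foxf1, Hhip (−0.75) and Ptch1 (−0.45, or −0.36 with the trend removed), while Gas1 was at 0.27 (0.36), and Hhip lay below the level of receptor genes on the Shox2−/− array. The median was −0.17, with a bootstrap 95% interval of −0.29 to 0.027 and at percentile 1.73 of random lists as deposited, 0.02 with the trend removed and 0.09 against unmatched lists, so that only the last 2 set the list apart. In retinoic acid signalling the median of 15 genes was 0.050, with Crabp1 and Crabp2 past the upper and Rbp4 past the lower threshold. In Wnt signalling the median of 22 genes was 0.083, with Dkk1 at 0.41, Wnt5a past the upper threshold and Wnt2, which is expressed in lung mesenchyme, at −0.44 (−0.38 with the trend removed). The median of 14 Notch signalling genes was 0.075, and none was past a threshold.
In the myocardium, 10 ventricular genes had a median of 0.063, with Myl2 at −0.70 and Myh7 at 0.33 (0.41 with the trend removed). The median was 0.042 in 20 genes of calcium handling and cardiac ion channels and 0.043 in 15 genes of endocardium and endothelium, with none past a threshold. In 10 smooth muscle genes it was 0.028, with Itga8 at −0.51 and Lmod1 at 0.36 (0.31 with the trend removed). Macrophage genes (−0.034, 13 genes), immediate early and stress genes (0.046, 16 genes) and genes of p53 and apoptosis (−0.080, 14 genes) had no member past a threshold.
Of further genes that the paper names, Nkx2-5 had a ratio of 0.27, or 0.35 and past the upper threshold with the trend removed, Gja1 0.23, Fgf8 0.14, Ctnnb1 0.13, Gata4 0.11, Bmp4 0.014, Nppa −0.12, Tbx5 −0.042 (0.040 with the trend removed) and Gja5 −0.071 (0.014). Of the paper's qRT-PCR reference genes, Sdha was at −0.0035 (0.079 with the trend removed) and Hprt, which is X-linked, at −0.27. The median of 9 reference genes was −0.14, with Tfrc, which is also an erythroid gene, past the threshold as deposited and at −0.39 with the trend removed. The paper's reduction of Isl1 in right atria by qRT-PCR is 34% in another pool (Fig. 1A) and 37% in Fig. S1B, whose legend does not name the pool, beside 25.0% on the arrays. Of further gene families rebuilt from symbols, 8 of 97 keratin genes, 4 of 70 protocadherin genes, 3 of 42 ribosomal protein genes, 2 of 44 defensin genes and 1 each of 127 ion channel, 16 connexin and 11 histone genes were past a threshold, and none of 44 collagen and 93 oxidative phosphorylation genes was.
The lower Isl1 signal was set against what tissue mixes would predict; the tests of the sinoatrial, outflow tract and neural lists and of the trend were written before their values were seen, and the test of the foregut and lung list, with the rules on whole intervals, on the SD of members and on their level, was chosen after. The tests for less sinoatrial or outflow tract tissue in the Shox2−/− pool asked for those lists to be lowered by at least 0.5 times the Isl1 ratio, −0.21. Their medians of 0.040 (bootstrap 95% interval −0.043 to 0.17) and 0.12 (0.045 to 0.28) lie above it by 0.25 and 0.33, more than the SD of their members (0.16 and 0.23). These medians cannot decide, because members can also be made by other cells of the pool. Tbx18 is also in the epicardium list and Crabp1 in the retinoic acid list. Hcn4 was at 0.067 and Bmp4 at 0.014 in whole right atria at E11.5. The paper describes Hcn4 as somewhat reduced by in situ hybridization in the sinoatrial node at later stages, and cites Bmp4 as lost from the inflow tract. Those are parts of the tissue, so the values are not directly comparable. A level-dependent bias between the arrays is argued against by the ratio of −0.40 with the trend removed. For fewer neural cells in the Shox2−/− pool, the interval of −0.059 to 0.16 around the neural median of 0.0049 lies above −0.21. The test set beforehand took this as speaking against that explanation. The rule on level chosen afterwards left it undecided, because 11 of its 12 genes had a mean level less than 1 log2 unit above that of receptor genes. This held for 1 of 16 sinoatrial, 5 of 18 outflow tract and 6 of 10 foregut and lung genes. A low level does not by itself keep a list near 0, since the foregut and lung median was −0.30. More foregut or lung tissue in the wildtype pool cannot be told apart from an effect on Isl1. Its interval of −0.52 to −0.088 reaches to both sides of −0.21, and the arrays do not show whether that tissue held Isl1 transcripts. On these arrays alone, an effect of the genotype stays among the open explanations and has no replicate. The paper addresses it with other experiments. In situ hybridization and immunostaining found no Isl1 in the sinoatrial node of Shox2−/− hearts, where Hcn4 and Tbx18 were still detected. Its qRT-PCR found 34% less Isl1 in another pool, with 21 right atria of several pregnancies and repeated independent experiments (Fig. 1A). The paper also reports reporter assays and EMSA on an intron of ISL1. In zebrafish it reports less isl1 protein after shox2 knockdown and a partial rescue of the heart rate by isl1.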
